# Phosphorylation of an HP1-like Protein Regulates Heterochromatin Body Assembly for DNA Elimination

**DOI:** 10.1016/j.devcel.2015.11.017

**Published:** 2015-12-21

**Authors:** Kensuke Kataoka, Kazufumi Mochizuki

## Abstract

Heterochromatic loci are often assembled into higher-order heterochromatin bodies in diverse eukaryotes. However, the formation and biological roles of heterochromatin bodies are poorly understood. In the ciliated protozoan *Tetrahymena*, de novo heterochromatin body formation is accompanied by programmed DNA elimination. Here, we show that the heterochromatin body component Jub1p promotes heterochromatin body formation and dephosphorylation of the Heterochromatin Protein 1-like protein Pdd1p. Through the mutagenesis of the phosphorylated residues of Pdd1p, we demonstrate that Pdd1p dephosphorylation promotes the electrostatic interaction between Pdd1p and RNA in vitro and heterochromatin body formation in vivo. We therefore propose that heterochromatin body is assembled by the Pdd1p-RNA interaction. Pdd1p dephosphorylation and Jub1p are required for heterochromatin body formation and DNA elimination but not for local heterochromatin assembly, indicating that heterochromatin body plays an essential role in DNA elimination.

## Highlights

• Jub1p facilitates dephosphorylation of the HP1-like protein Pdd1p
• Pdd1p dephosphorylation promotes its RNA binding and heterochromatin body formation
• Jub1p and Pdd1p dephosphorylation is required for DNA elimination
• Heterochromatin body has function beyond local heterochromatin maintenance

## Introduction

Heterochromatin is a closed and mostly transcriptionally repressed state of chromatin, which is dictated by a set of posttranslational histone modifications (Jenuwein and Allis, 2001, Kouzarides, 2007). Hypoacetylation of histone tails maintains closed configuration of heterochromatin by exposing positively charged lysine (Lys) and stabilizing histone-DNA interactions (Mutskov et al., 1998). Methylated histone H3 at Lys 9 (H3K9me) recruits Heterochromatin Protein 1 (HP1), which self-oligomerizes to facilitate compaction of nucleosome arrays (Canzio et al., 2011, Cowieson et al., 2000). Similarly, methylated histone H3 at Lys 27 (H3K27me) attracts Polycomb Repressive Complex 1 (PRC1), and PRC1-DNA and PRC1-PRC1 interactions compact chromatin (Eskeland et al., 2010, Grau et al., 2011).

In certain cell types, multiple heterochromatic loci are assembled into aggregated higher order structures called heterochromatin bodies (Politz et al., 2013). In mammals to plants, constitutive heterochromatin loci at centromeric and other repetitive sequences are organized into heterochromatin bodies called chromocenters (Fransz and de Jong, 2002, Probst and Almouzni, 2011). Chromocenters are condensed their underlying sequences that are tightly silenced in differentiated mammalian cells, whereas they are more dispersed and transcribed in embryonic stem cells and in some cancer cells (Carone and Lawrence, 2013, Efroni et al., 2008, Zhu et al., 2011). In female mammalian somatic cells, a whole X chromosome forms a heterochromatin body, called the Barr body, which is suggested to be important for X inactivation (Deng et al., 2014). Moreover, in human senescent cells, heterochromatic loci are reorganized into senescence-associated heterochromatin foci (SAHF), which are proposed to be a part of the tumor suppressor pathway (Narita, 2007). Because SAHF are formed without detectable alterations of underlying histone modifications (Chandra et al., 2012), SAHF formation per se is likely involved in gene regulation. These examples indicate that, in addition to the compaction of individual heterochromatic loci, their assembly into heterochromatin bodies may play important roles in regulating chromatin activities. However, because there is no intervention system in which heterochromatin body formation is disturbed without altering local heterochromatin, whether and to what extent heterochromatin body contributes to the regulation of the underlying sequences remain unknown.

Heterochromatin and heterochromatin bodies are formed during the process of programmed DNA elimination in *Tetrahymena thermophila* (Chalker, 2008). Like most ciliated protozoans, *Tetrahymena* harbors two types of nuclei in a single cell: the transcriptionally inactive germline micronucleus (MIC) and the transcriptionally active somatic macronucleus (MAC). Nutritional starvation induces sexual reproduction, called conjugation (Figure 1A), in which the MIC undergoes meiosis and its zygotic products produce both new MIC and new MAC for progeny, whereas the parental MAC is degraded. In the new MAC, more than 8,000 internal eliminated sequences (IESs), which consist of one-third (∼50 Mb) of the MIC genome, many of which are related to transposons, are removed by programmed DNA elimination (Chalker and Yao, 2011, Coyne et al., 2012, Kataoka and Mochizuki, 2011). An RNAi-related mechanism recruits the H3K9 and H3K27 dual-specific methyltransferase Ezl1p to IESs, resulting in the accumulation of H3K9/K27me and their binding HP1-like protein Pdd1p (Aronica et al., 2008, Liu et al., 2007, Taverna et al., 2002). During or prior to DNA elimination, thousands of heterochromatinized IES loci are organized into several electron-dense heterochromatin bodies (Madireddi et al., 1996) (see also Figure 1C). The heterochromatinized IESs are eventually excised by the domesticated transposase Tpb2p (Cheng et al., 2010, Vogt and Mochizuki, 2013).

Because DNA elimination in *Tetrahymena* occurs during the course of inducible conjugation, it serves as an ideal model to analyze the process of heterochromatin body formation. Here, we show identification and functional analyses of the heterochromatin body component Jub1p, which suggest that the heterochromatin body is assembled by phosphorylation-mediated electrostatic regulation of RNA-Pdd1p interaction and is essential for DNA elimination.

## Results

### Identification of Proteins that Localize to Nuclear Foci in the New MAC

To identify proteins involved in the assembly of heterochromatin bodies in *Tetrahymena*, we performed a protein localization screen to identify heterochromatin body components. Because most of the reported heterochromatin body components are exclusively expressed during conjugation (Chalker, 2008), we analyzed 86 genes with expressed sequence tags only in conjugating cells. Each gene was engineered to express a fusion protein with EGFP from its endogenous MAC locus (Figure S1A, top), and its localization was observed in exponentially growing, starved, and conjugating cells.

The screen is summarized in Figure 1B, and detailed data can be found in Data S1. For 67 genes, EGFP-tagged proteins were detected at least in one of the stages analyzed, and 46 of them showed conjugation-specific expression. Among them, 36 were detected in at least one nucleus, and 25 of these localized to the new MAC. Importantly, 8 of the new MAC-localizing proteins were detected in nuclear foci at the late (14 hr post-mixing [hpm]) stage.

### Nuclear Foci Proteins Identified Are Heterochromatin Body Components

To localize heterochromatin body, we first validated the HP1-like protein Pdd1p as a marker. Pdd1p, which was immunofluorescently stained by an anti-Pdd1p antibody, and the moderately repeated IES element Tlr1 (Wuitschick et al., 2002), which was detected by DNA fluorescence in situ hybridization (DNA-FISH), were first distributed homogeneously in the new MAC at the onset of new MAC differentiation (Figure 1C, 10 hpm). They then gradually accumulated into several foci at later stages (Figure 1C, 12–14 hpm) and eventually disappeared (Figure 1C, 16 hpm). Because Pdd1p and the Tlr1 IESs co-localized in the same foci (Figure 1C, 14 hpm), Pdd1p can be used as a marker for IES-containing heterochromatin bodies. Counterintuitively, the heterochromatin bodies were poorly stained with DAPI (Figure 1C, 14–16 hpm). However, because the heterochromatin bodies were stained intensely with an anti-DNA antibody (Figure S1B), we believe that DNA is concentrated in the heterochromatin bodies but DNA there has a low affinity for DAPI for an unknown reason.

We then compared the localization of mCherry-tagged Pdd1p to those of the eight foci-forming proteins tagged with EGFP (Figure S1A). All of these foci-forming proteins co-localized with Pdd1p-mCherry at 14 hpm (Figure 1D), indicating that they are heterochromatin body components. Three of them, Coi3p, Coi6p, and Coi16p, were partially characterized previously (Woehrer et al., 2015). The other five proteins were named Junk Buster 1–5 (Jub1p–5p) (Figure 1D). Jub5p was reported during the course of this study and also called Tcd1p (Xu et al., 2015). Coi6p and Jub5p are HP1-like proteins. Jub3p is a WD40 repeat protein similar to a component of PRC2 in metazoans. The other proteins show no detectable similarities with any known proteins outside of the genus *Tetrahymena*. In this study, we report the further characterization of Jub1p.

### Jub1p Is a Heterochromatin Body Component

We raised an antibody against Jub1p. By western blot, the antibody detected a protein appearing only during the late conjugation stages in wild-type cells (Figure 2A). This expression pattern is consistent with that of *JUB1* mRNA (Figure S2A). Moreover, the protein was not detected in *JUB1* knockout (KO) cells (see below for construction of *JUB1* KO cells) by both western blot (Figure 2B) and immunofluorescent staining (Figure 2C, Δ*JUB1*). We therefore conclude that the antibody specifically recognizes Jub1p.

Next, the localizations of Jub1p and Pdd1p were compared by immunofluorescent staining using the anti-Jub1p and an anti-Pdd1p antibody in wild-type (WT) cells (Figure 2C, WT). Jub1p and Pdd1p localized to the new MACs (“na” in Figure 2C) right after MAC enlargement (8 hpm). They were first distributed uniformly in the new MAC (8–10 hpm) but then gradually accumulated into foci at later stages (12–14 hpm). Subsequently, the Jub1p foci became smaller (16 hpm) and disappeared when the Pdd1p-positive heterochromatin body was eliminated (18 hpm).

### Jub1p Is Required for Heterochromatin Body Assembly

We established gene KO strains for *JUB1*, in which the entire *JUB1* protein-coding sequence in both the MAC and the MIC were replaced with a drug resistance gene, which was confirmed by genomic PCR (Figure 2D) and by northern blot (Figure S2B).

We analyzed heterochromatin body formation and the turnover process by categorizing exconjugants (progeny dissolved pairing) into three stages on the basis of the localization of Pdd1p (Figure 2E, top): in stage 1, Pdd1p is localized either homogeneously or in small puncta with continuous localization throughout the new MAC; in stage 2, Pdd1p is localized in discrete foci (heterochromatin bodies) with no detectable Pdd1p in the space between them; in stage 3, Pdd1p disappears completely. Approximately half of the exconjugants from WT cells were either in stage 1 or stage 2 at 12 hpm, and more than 80% of the exconjugants were in stage 3 at 15 hpm (Figure 2E, WT). By contrast, all exconjugants from the *JUB1* KO cells were in stage 1 even at 21 hpm (Figure 2E, Δ*JUB1*). Therefore, we conclude that Jub1p is required for heterochromatin body formation.

### Jub1p Is Dispensable for the Establishment of Heterochromatin on IESs

Heterochromatin body formation can be disrupted by inhibiting either the establishment of heterochromatin on individual IESs or the aggregation of the multiple heterochromatinized IES loci. To determine which of these processes is disrupted in the absence of Jub1p, heterochromatin assembly on IESs was analyzed.

We first analyzed two heterochromatin-associated histone modifications, H3K9me3 and H3K27me3, by immunofluorescent staining using an anti-H3K9me3 and an anti-H3K27me3 antibody, respectively. These modifications were accumulated similarly in the new MACs of WT and *JUB1* KO cells at 8 hpm (Figures 3A and S3A). At 14 hpm, these modifications were localized in the Pdd1p-positive heterochromatin bodies in WT cells, but remained homogeneously distributed in the new MACs in *JUB1* KO cells (Figures 3B and S3B). These results indicate that in the new MAC of *JUB1* KO cells, heterochromatin is formed but not assembled into heterochromatin bodies.

We further analyzed the heterochromatin formation by chromatin immunoprecipitation (ChIP) followed by high-throughput DNA sequencing (ChIP-seq). We purified new MACs by fluorescence-activated cell sorting (FACS) from cells at 12 hpm, when most IESs remain in the new MAC chromosomes in WT cells (Austerberry et al., 1984). 

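New MAC chromatin from WT, *JUB1* KO and *PDD1* KO cells at 12 hpm was cross-linked, fragmented to between 150 and 500 bp, and immunoprecipitated from 2 M new MACs per ChIP. Pdd1p was immunoprecipitated from WT and *JUB1* KO cells and Jub1p from WT and *PDD1* KO cells, with 1 sample for each. Fragmented chromatin DNA without immunoprecipitation (input) was sequenced beside each ChIP sample, so that WT cells had 2 input samples, replicate 1 paired with the Pdd1p ChIP and replicate 2 with the Jub1p ChIP. No ChIP had a replicate, and a difference between strains therefore could not be set against the spread between replicates. For each sample the authors deposited normalized reads (RPM) in the 1000 bins of 100 bp of the LMR locus and at 2000 positions of the modeled IES, with the IES from 0 to 1 and each flank 0.5 IES lengths long. These RPM values were not yet divided by the input. All of them were whole multiples of the value of 1 read, which gave the number of reads by which the authors had scaled each sample. This number was 115.8 M for WT input replicate 1, 91.4 M for WT input replicate 2, 61.0 M for the *JUB1* KO input and 41.4 M for the *PDD1* KO input. It was 91.1 M for Pdd1p in WT, 84.5 M for Pdd1p in *JUB1* KO, 70.2 M for Jub1p in WT and 43.5 M for Jub1p in *PDD1* KO cells. The paper states more than 18 M uniquely mapped reads for ChIP and more than 35 M for input samples, and the RPM values use the larger numbers given here. Enrichment was calculated as the summed ChIP over the summed input on IESs, divided by the same ratio outside IESs, in which the number of reads per sample cancels. The positions of the 13 IESs of the LMR locus, 0.79 to 4.97 kb long, were read from the red bars of Figures 3C-3F, where 1 pixel spans 0.44 kb. They cover 333 of the 1000 bins, and the other 667 bins served as the non-IES reference. Reads were unevenly spread over this locus. The 10 bins with the most reads held 46.9% of the locus reads in WT input replicate 1, 29.0% in WT input replicate 2, 39.6% in the *JUB1* KO input and 38.6% in the *PDD1* KO input, and 442 of the 1000 bins had no read in the WT Pdd1p ChIP.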

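Input reads on the modeled IES were compared with those on its flanks at 12 hpm. Per position, the input on the IES body was 0.50 ± 0.09 times that on the flanks in WT cells (SD, n = 2 input samples), with 0.56 in replicate 1 and 0.43 in replicate 2. It was 0.79 in *JUB1* KO and 0.60 in *PDD1* KO cells (no replicates). The paper states that at 12 hpm most IESs are still present in WT new MACs. It also finds DNA elimination defective in *PDD1* KO cells. A level below 1 therefore cannot be read as the share of IES DNA already lost. In the share of reads, 36.05% of the modeled reads of WT input replicate 1 lay on the IES body (95% Wilson interval 36.02% to 36.08%, of 9845240 reads), against 30.16% in WT input replicate 2 (30.13% to 30.19%, of 8416880), 44.04% in *JUB1* KO (44.00% to 44.09%, of 5507178) and 37.47% in *PDD1* KO cells (37.42% to 37.51%, of 4807648). The WT replicates differed by far more than these intervals, so the spread between input libraries was set by more than read sampling. Taking only the outer part of each flank, beyond 0.25 IES lengths from the edge, lowered the WT level most, to 0.39.

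**Figure D1:**
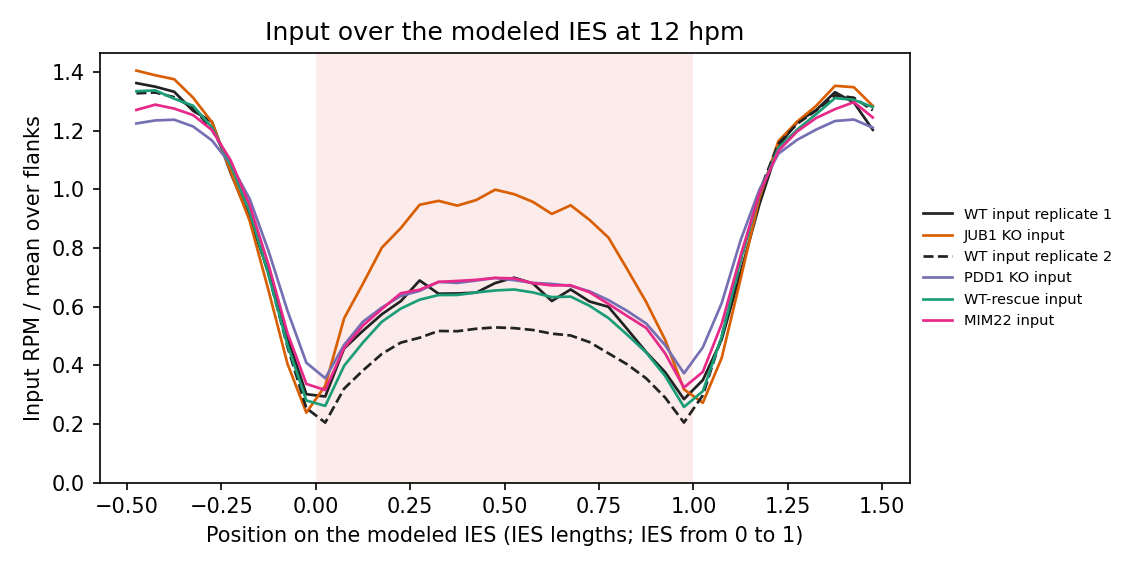
Input RPM along the modeled IES at 12 hpm, divided by the mean over both flanks, in windows of 50 positions. The x axis gives the position in IES lengths, with the IES shaded from 0 to 1, and each line is 1 input sample. All 6 inputs dip at the IES edges, and the level over the IES body is 0.43 in WT input replicate 2 and 0.79 in JUB1 KO, the lowest and the highest of the 6.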

As previously shown for a few IESs by ChIP-PCR (Chung and Yao, 2012, Liu et al., 2007, Taverna et al., 2002), our ChIP-seq analysis using an anti-Pdd1p antibody showed that in WT cells, Pdd1p was accumulated on most of the IESs in a representative 100 kb MIC genome locus (Figure 3C, left) as well as on a modeled IES in which all predicted 1–5 kb IES loci (5,606 loci total) were compiled (Figure 3C, right). 

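On the modeled IES in WT cells, the Pdd1p ChIP over input was 2.27 on the IES body and 0.21 on the flanks, an enrichment of 10.6-fold (no replicates; 95% interval 9.8 to 11.4 from a bootstrap of blocks of positions, which describes the spread along the profile only). Of the 7388561 Pdd1p ChIP reads on the modeled IES, 85.67% lay on the IES body (95% Wilson interval 85.65% to 85.70%), against 36.05% of the reads of its input. On the LMR locus, Pdd1p was enriched 11.1-fold on IES bins over non-IES bins. When the IES map was rotated around the locus by each of the 1000 possible numbers of bins, a share of 0.002 of the rotations gave a value as high (exact permutation test, adjusted p = 0.0067 by the Benjamini-Hochberg method over the 8 ChIP samples). All 13 IESs were enriched at least 2-fold, and at least 3-fold, with a median of 10.6-fold. IES 6, from 35.25 to 36.53 kb, was the lowest at 6.97-fold (95% Poisson interval 6.01 to 8.09, 309 ChIP reads), and IES 11, from 66.59 to 70.97 kb, was the highest at 26.7-fold (25.3 to 28.1, 6332 ChIP reads). Dividing by the other WT input moved the modeled IES enrichment most, to 13.8-fold, and left the LMR enrichment at 10.6-fold. From the high values on the IESs of the locus and on the modeled IES, the paper concludes that Pdd1p accumulated on most IESs in WT cells.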

In *JUB1* KO cells, Pdd1p was enriched normally on IESs (Figure 3D). 

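In *JUB1* KO cells, the Pdd1p ChIP over input on the modeled IES was 2.19 on the IES body and 0.27 on the flanks, an enrichment of 8.1-fold (no replicates; bootstrap 95% interval 7.4 to 8.7) against 10.6-fold in WT cells. The log2 difference from WT was -0.39 (bootstrap 95% interval -0.53 to -0.30). Before division by the flanks, the ChIP over input on the IES bodies of the 2 strains differed by only -0.048 on the log2 scale. Of the 8533633 Pdd1p ChIP reads on the modeled IES in *JUB1* KO cells, 86.41% lay on the IES body (95% Wilson interval 86.39% to 86.43%). IES bins of the LMR locus were enriched 10.7-fold for Pdd1p in *JUB1* KO cells and 11.1-fold in WT cells (exact permutation test by rotation of the IES map, p = 0.005, adjusted p = 0.0067). The sign of the modeled log2 difference depended on the input. It was -0.78 when the WT ChIP was divided by the other WT input. It was 0.089 with the mean RPM of all 6 inputs for both strains, which moved it most and was chosen after seeing the data. An input shared by both strains cancels in this measure, so 0.089 is the difference of the ChIP reads alone. The negative value thus came from the paired inputs, whose level on the IES body was 0.56 in WT and 0.79 in *JUB1* KO cells. From the enrichment seen in both strains, the paper concludes that Pdd1p was enriched normally on IESs in the absence of Jub1p.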

Altogether, we conclude that Jub1p is not required for the proper formation of heterochromatin on IESs but is involved directly in heterochromatin body formation.

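The Pdd1p ChIP-seq data behind this conclusion were also compared IES by IES on the LMR locus. In *JUB1* KO cells, all 13 IESs were enriched at least 3-fold, with a median of 7.8-fold. The lowest was IES 10, from 58.31 to 59.42 kb, at 4.4-fold (95% Poisson interval 3.1 to 6.3, 68 ChIP reads), and the highest was IES 4, from 22.43 to 24.90 kb, at 14.8-fold (14.0 to 15.7, 6118 ChIP reads). The log2 enrichment was lower than in WT cells on 10 IESs and higher on 3, by -0.49 on average (SD 0.54 over the 13 IESs; exact sign-flip permutation test over IESs, p = 0.0051, adjusted p = 0.0077 over 6 comparisons). The enrichment of IES 11 fell by 1.46 on the log2 scale, the most, and that of IES 2, from 7.12 to 9.52 kb, rose the most, by 0.20. On IES 11 lay 6332 of 91.1 M Pdd1p ChIP reads in WT and 5995 of 84.5 M in *JUB1* KO cells. Its inputs held 2202 of 115.8 M and 2378 of 61.0 M reads, so the fall did not come from fewer ChIP reads. The test asks whether the IESs of this locus shift together between 2 libraries and holds no replicate check. The shift depended on the input, since with the other WT input the mean log2 difference was 0.40 (exact sign-flip permutation test, adjusted p = 0.052). It also depended on the reference and the averaging. Not divided by non-IES bins it was -0.034 (exact sign-flip permutation test, adjusted p = 0.82). As the mean of the bins' ratios it was -0.074 (exact sign-flip permutation test, adjusted p = 0.73). In the other alternatives set beforehand it stayed past the threshold, between -0.41 and -0.56. The paper reasons that heterochromatin forms on IESs without Jub1p, because Pdd1p remains enriched there and from the staining of methylated histone H3 and Pdd1p in Figures 3A and 3B, and places the role of Jub1p in heterochromatin body formation.

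**Figure D2:**
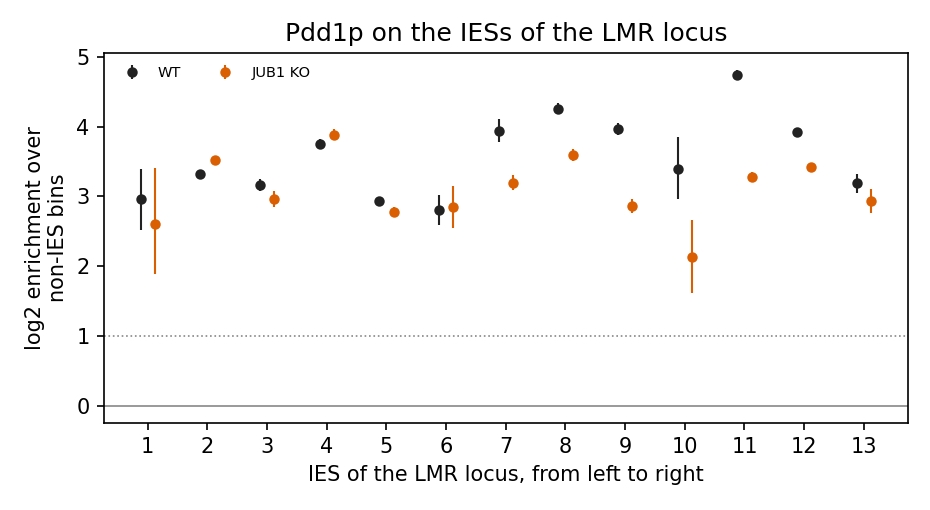
Pdd1p enrichment on each of the 13 IESs of the LMR locus in WT and JUB1 KO cells, as log2 of ChIP over input relative to non-IES bins, with 95% Poisson intervals as bars and 1 library per strain. The solid line marks no enrichment and the dotted line 2-fold. All points of both strains lie above the dotted line, and the 2 strains are farthest apart on IES 11.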

### Heterochromatin Is Important for the IES Localization of Jub1p

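Jub1p ChIP from WT cells was divided by WT input replicate 2. On the modeled IES, the Jub1p ChIP over input was 3.19 on the IES body and 0.32 on the flanks, an enrichment of 10.1-fold (no replicates; bootstrap 95% interval 8.9 to 11.0). Of its 7649461 reads on the modeled IES, 81.31% lay on the IES body (95% Wilson interval 81.28% to 81.34%), against 30.16% of the input reads. Across the LMR locus, Jub1p was enriched 8.0-fold on IES bins over non-IES bins (exact permutation test by rotation of the IES map, p = 0.005, adjusted p = 0.0067). All 13 IESs were enriched at least 3-fold, with a median of 5.5-fold, from 3.5-fold on IES 5, between 27.41 and 32.38 kb (95% Poisson interval 3.4 to 3.6, 8419 ChIP reads), to 16.2-fold on IES 4 (15.2 to 17.3, 4538 ChIP reads). Across the 13 IESs, the log2 enrichments of Jub1p and Pdd1p in WT cells showed no correlation with the paired inputs (Pearson r = 0.020, permutation p = 0.95; Spearman rho = 0.038, permutation p = 0.91; adjusted p = 0.95 and 0.91 over 3 strains). IESs of 1 library pair are not independent replicates, and without the 2 IESs farthest from the median Pdd1p enrichment r was 0.071. The 2 ChIPs were divided by different inputs, and with both WT inputs pooled for both ChIPs r was 0.66 (permutation p = 0.013). The absence of a correlation thus depended on the inputs, although a shared input can itself raise r. With WT input replicate 1 in place of replicate 2, the modeled IES enrichment of Jub1p was 7.7-fold, and with the mean RPM of all 6 inputs, chosen after seeing the data, it dropped furthest, to 7.5-fold. From the signal on the LMR locus and the modeled IES, the paper concludes that Jub1p was enriched on IESs.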

We performed ChIP-seq using the anti-Jub1p antibody and found that Jub1p was enriched on IESs in WT cells (Figure 3E). Because Jub1p has no obvious chromatin binding domains, it probably localizes on IESs through interaction with other heterochromatin components. Heterochromatin is mostly disrupted in the absence of the core heterochromatin component Pdd1p, which interacts with H3K9me3 and H3K27me3 and is required for the stable accumulation of these histone modifications (Liu et al., 2007, Taverna et al., 2002). 

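In *PDD1* KO cells, the Jub1p ChIP over input on the modeled IES was 1.19 on the IES body and 0.48 on the flanks, an enrichment of 2.5-fold (no replicates; bootstrap 95% interval 2.3 to 2.7) against 10.1-fold in WT cells. The log2 difference was -2.01 (bootstrap 95% interval -2.20 to -1.79). Of the 3758650 Jub1p ChIP reads on the modeled IES, 59.90% lay on the IES body in *PDD1* KO cells (95% Wilson interval 59.85% to 59.95%), against 37.47% of its input reads and 81.31% of the Jub1p ChIP reads in WT cells. On the LMR locus, Jub1p on IES bins was 2.2-fold over non-IES bins in *PDD1* KO cells, and 0.255 of the rotations of the IES map gave a value as high (exact permutation test, adjusted p = 0.255). In WT cells the same measure was 8.0-fold. Whether the *PDD1* KO value passed the threshold depended on how it was calculated. It did as the mean of the bins' ratios, at 1.6-fold (exact permutation test, adjusted p = 0.042), and with the mean RPM of all 6 inputs, chosen after seeing the data, at 3.5-fold (exact permutation test, adjusted p = 0.0057). It did not without the 1% of bins with the highest ratios, at 1.09-fold (exact permutation test, adjusted p = 0.406), or without the 56 bins with very many input reads, also left out after seeing the data, at 1.39-fold (exact permutation test, adjusted p = 0.071), so the 2.2-fold rested largely on few bins. For the comparison of strains, leaving the IES body undivided by the flanks changed the modeled log2 difference most, to -1.42. The *PDD1* KO libraries held 43.5 M ChIP and 41.4 M input reads and the WT libraries 70.2 M and 91.4 M, and the strains were compared with 1 ChIP library each. From the lower values in Figure 3F than in Figure 3E, the paper concludes that Jub1p was less enriched on IESs without Pdd1p.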

We found that Jub1p was less enriched on IESs in *PDD1* KO cells than in WT cells (Figure 3F). This was not due to an overall reduction or aberrant cellular localization of Jub1p, because Jub1p accumulated normally (Figure 3G) and localized to the new MAC (Figure 3H) in *PDD1* KO cells. 

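Of the 13 IESs of the LMR locus, 2 were enriched at least 2-fold for Jub1p in *PDD1* KO cells, against all 13 in WT cells, and the median over the IESs was 0.82-fold against 5.5-fold. The log2 enrichment was lower than in WT cells on all 13 IESs, by -2.67 on average (SD 1.20 over IESs; exact sign-flip permutation test over IESs, p = 0.00024, the smallest that 13 IESs allow, adjusted p = 0.00049 over 6 comparisons). IES 1, from 2.75 to 3.54 kb, fell by 4.93 on the log2 scale, the most, to 0.30-fold, a value that rests on 14 ChIP reads (95% Poisson interval 0.15 to 0.49). IES 2 fell by 0.53, the least, and kept 9.9-fold enrichment (9.5 to 10.3, 32976 ChIP reads). The mean log2 difference stayed negative and past the threshold throughout, and it came closest to 0 with the mean RPM of all 6 inputs (chosen after seeing the data), at -1.45, while the other WT input gave -3.56. The paper reasons that Jub1p accumulated and reached the new MAC without Pdd1p (Figures 3G and 3H). From the lower enrichment it concludes that efficient recruitment of Jub1p to IESs relies on Pdd1p or on heterochromatin that depends on it.

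**Figure D3:**
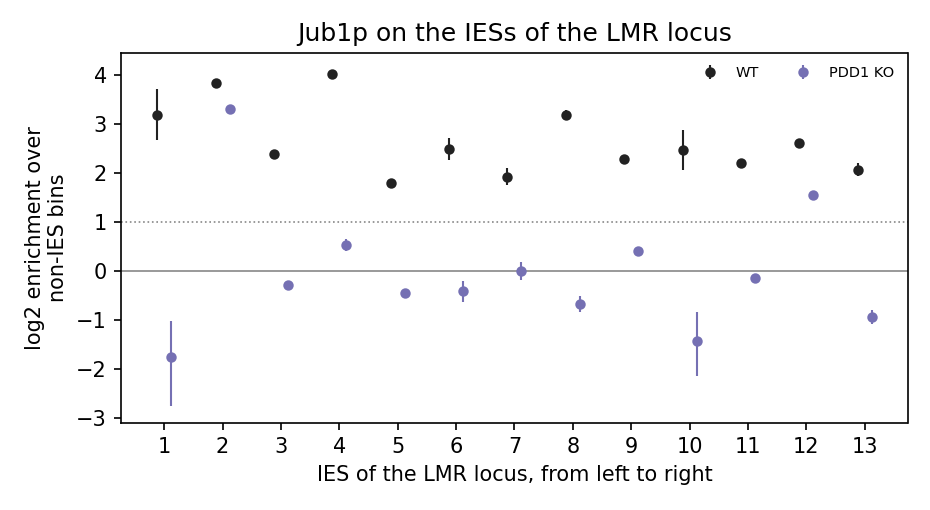
Jub1p enrichment on each of the 13 IESs of the LMR locus in WT and PDD1 KO cells, as log2 of ChIP over input relative to non-IES bins, with 95% Poisson intervals as bars and 1 library per strain. The solid line marks no enrichment and the dotted line 2-fold. The PDD1 KO point lies below the WT point on all 13 IESs, and 2 PDD1 KO points, including IES 2, lie above the dotted line.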

Therefore, we conclude that Pdd1p or a Pdd1p-dependent heterochromatin structure is important for the efficient recruitment of Jub1p to IESs.

### Jub1p Is Required for DNA Elimination and the Production of Viable Sexual Progeny

We next analyzed DNA elimination by DNA-FISH using probes complementary to the two moderately repeated IESs Tlr1 and REP2 (Fillingham et al., 2004, Wuitschick et al., 2002). At 36 hpm, both of the IESs were detected in the new MICs but not in the new MACs in the exconjugants from WT cells (Figure 3I, WT). By contrast, all exconjugants from *JUB1* KO cells showed staining for these IESs in the new MACs (Figure 3I, Δ*JUB1*), indicating that Jub1p is indispensable for DNA elimination of at least the Tlr1 and REP2 IESs.

To assess DNA elimination genome wide, we purified the new MACs from exconjugants at 36 hpm by FACS and analyzed their genomic DNA by high-throughput sequencing. As a reference, we also analyzed purified MICs from vegetative WT cells. As a measure for DNA elimination, a retention index (RI) (Figure 3J) was calculated for each IES by dividing the normalized number of reads mapping to an IES from the new MAC sample by those from the reference MIC samples. In the WT new MACs, RIs of most of the IESs were 0.001—0.1 (Figure 3K). Although, in theory, RIs of all IESs should be 0 in WT cells, MIC contamination (∼2%–10%) in our new MAC preparations probably made the RI higher. By contrast, in the new MACs from *JUB1* KO cells, most of the IESs had RIs of approximately 1 (Figure 3L), indicating that most, if not all, IESs are retained in the new MAC in the absence of Jub1p. A similar IES elimination defect was detected in *TWI1* KO cells (Figure 3M), in which the RNAi-mediated pathway required for heterochromatin formation is disrupted (Liu et al., 2004, Mochizuki et al., 2002). Altogether, we conclude that Jub1p is essential for the elimination of IESs genome wide.

Consistent with previous reports that DNA elimination is required for the production of viable sexual progeny (Cheng et al., 2010, Horrell and Chalker, 2014, Mochizuki et al., 2002, Nikiforov et al., 1999), *JUB1* KO cells produced no viable sexual progeny, whereas approximately 60% of WT mating pairs produced viable progeny (Figure S3C).

### Jub1p Facilitates Dephosphorylation of Pdd1p

In WT cells, at least three differently migrating Pdd1p species were detected by western blot using an anti-Pdd1p antibody at 8 hpm (Figure 4A, WT). As previously reported (Madireddi et al., 1996), all slower migrating Pdd1p disappeared after alkaline phosphatase treatment (Figure 4B), indicating that they were phosphorylated Pdd1p. From 10–14 hpm, these phosphorylated Pdd1p gradually diminished and unphosphorylated Pdd1p increased (Figure 4A, WT). We determined whether this phosphorylated-to-unphosphorylated (phos-unphos) transition is attributable to dephosphorylation of Pdd1p or instead to degradation of phosphorylated Pdd1p accompanied by de novo synthesis of unphosphorylated Pdd1p. To this aim, we analyzed Pdd1p from the WT *PDD1* gene that was introduced into the parental MAC of *PDD1* KO cells (WT-rescue). Although *PDD1* mRNA was expressed until 12 hpm in WT cells (Figure S4A), it was barely detected after 10 hpm in the WT-rescue cells (Figure S4B, WT-rescue). Even in these WT-rescue cells, in which little de novo Pdd1p synthesis was expected after 10 hpm, the phos-unphos transition of Pdd1p occurred between 10 and 12 hpm without a significant reduction in total Pdd1p (Figure 4A, WT-rescue). We therefore conclude that the phos-unphos transition of Pdd1p is mainly caused by dephosphorylation of Pdd1p.

Because the Pdd1p dephosphorylation coincides with heterochromatin body formation (Figures 1C and 2C) and because Jub1p is required for the formation of heterochromatin bodies (Figures 2E and 3B), we hypothesized that Jub1p directs heterochromatin body formation by promoting Pdd1p dephosphorylation. We therefore determined if Jub1p is required for the dephosphorylation of Pdd1p. At 8 hpm, similar amounts of slower migrating Pdd1p species were detected in WT and *JUB1* KO cells (Figure 4A). However, in later stages, these slower migrating Pdd1p species did not decline in *JUB1* KO cells, and additional slower migrating species appeared (Figure 4A, Δ*JUB1*; 10–16 hpm). All the slower migrating species in *JUB1* KO cells disappeared after alkaline phosphatase treatment (Figure 4C), confirming that they were phosphorylated Pdd1p. Jub1p has no identifiable phosphatase-related domain. Therefore Jub1p facilitates the dephosphorylation of Pdd1p most likely by recruiting some phosphatase(s).

### Inhibition of Pdd1p Dephosphorylation Disturbs Heterochromatin Body Formation

To test the importance of the dephosphorylation of Pdd1p, we treated cells with Okadaic acid (OA), an inhibitor for serine (Ser)/threonine (Thr) protein phosphatase 1 and 2A. From 7.5 hpm, just before the highest level of Pdd1p phosphorylation was observed (Figure 4A), conjugating WT cells were incubated with OA. The phosphorylated Pdd1p species remained at least till 16 hpm with OA (Figure 4D, OA+), while they were mostly disappeared by 12 hpm without OA (Figure 4D, OA−), indicating that OA inhibits the dephosphorylation of Pdd1p. In the OA-treated cells, Pdd1p and H3K9me3 were accumulated in the new MAC (Figure 4E), but cells showing heterochromatin body (stage 2) were greatly reduced (Figure 4F). Moreover DNA-FISH analyses for Tlr1 and REP2 IESs showed that most (63% for Tlr1, 87% for REP2) of the OA-treated cells did not finish DNA elimination (Figure S4C). These results are consistent with the idea that Pdd1p dephosphorylation promotes heterochromatin body formation.

### Pdd1p Is Mostly Phosphorylated in Unconserved Regions

Although the data above suggest that the dephosphorylation of Pdd1p facilitates heterochromatin body formation, it is also possible that the loss of Jub1p and the OA treatment inhibit heterochromatin body formation independently of Pdd1p dephosphorylation. Therefore, we aimed to analyze the role of Pdd1p dephosphorylation by directly mutating the phosphorylated residues of Pdd1p. For this purpose, we identified the phosphorylated residues of Pdd1p. Pdd1p was immunoprecipitated from WT cells at 8 hpm, when the highest phosphorylation level of Pdd1p was observed (Figure 4A), and mass spectrometry analyses detected 31 phosphorylated Ser/Thr residues in Pdd1p. Another study has identified 10 phosphorylated Ser/Thr residues in Pdd1p (Tian et al., 2014), 2 of which were not identified in our analysis. Therefore, in total, 33 phosphorylated residues of Pdd1p have been identified (Figure 5A, open circles). Pdd1p has 2 chromodomains (CD1 and CD2) and a chromoshadow domain (CSD) (Callebaut et al., 1997), and most (31 of 33) of the identified residues are located in the N-terminal and hinge regions outside of these domains.

### Experimental System to Analyze In Vivo Function of Pdd1p

To analyze the function of different Pdd1p mutants in vivo, we established a system in which the KO loci in the MAC of *PDD1* KO cells were replaced by constructs expressing *PDD1* genes from the endogenous *PDD1* promoter (Figure 5B). We validated this system by expressing WT Pdd1p (WT-rescue; Figures 5B and S5A). These WT-rescue strains formed heterochromatin bodies containing Pdd1p and H3K9me3 in the new MACs at 14 hpm (Figure 5C, WT-rescue). A time course study (Figure 5D, WT-rescue) showed that approximately half of the exconjugants from the WT-rescue strains at 12 hpm had heterochromatin bodies (stage 2), and the heterochromatin bodies disappeared (stage 3) from most of the exconjugants by 21 hpm. Whole-genome sequencing of the new MACs at 36 hpm indicated that the DNA elimination defect of the *PDD1* KO cells (Figure 5E) was rescued in the WT-rescue strains (Figure 5F). Consistently, DNA-FISH analysis at 36 hpm indicated that although Tlr1 IESs remained in the new MACs of *PDD1* KO cells, they mostly disappeared in the new MACs of the WT-rescue strains (Figure S5B). Moreover, the WT-rescue cells produced viable sexual progeny (Figure S5C). Altogether, the expression of WT Pdd1p from the parental MAC in the *PDD1* KO background was sufficient to restore all essential processes for DNA elimination, including the formation of heterochromatin bodies. Therefore, the rescue system can be used to analyze the functionalities of Pdd1p mutants in vivo.

### Pdd1p Dephosphorylation Promotes Heterochromatin Body Formation by Reducing Net Negative Charge

We generated a series of constructs to express Pdd1p carrying phosphor-mimic mutations, in which 10, 14, 18, or 22 of the identified phosphorylated Ser/Thr residues in the N-terminal and hinge regions (NT, HNG1 and 2, respectively; Figure 5A) were substituted with glutamic acid (Glu) (MIM10, MIM14, MIM18, and MIM22, respectively; Figure 5B), and introduced them into *PDD1* KO cells. Cells expressing MIM10, MIM14, and MIM18 formed exconjugants with heterochromatin bodies at 14 hpm (Figure 5C). Time course analyses (Figure 5D) revealed that although the formation of heterochromatin bodies was delayed in the MIM14 strain, approximately half of the exconjugants from this strain formed heterochromatin bodies (stage 2) at 15 hpm, and the heterochromatin bodies disappeared (stage 3) in some of the exconjugants at later stages. By contrast, in the cells expressing MIM22, no heterochromatin bodies were detected at any of the time points examined (Figures 5C and 5D, MIM22). 

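ChIP-seq at 12 hpm was also carried out on new MACs of the WT-rescue strain, in which *PDD1* KO cells express unmutated Pdd1p, and of the MIM22 strain, in which 22 residues of Pdd1p are replaced by glutamic acid. Each strain had 1 Pdd1p ChIP, 1 Jub1p ChIP and 1 input sample that served both ChIPs. The RPM values the authors deposited were scaled by 31.3 M reads for Pdd1p, 36.8 M for Jub1p and 35.6 M for the input in WT-rescue cells, and by 41.0 M, 59.6 M and 38.0 M in MIM22 cells. Per position, the input on the IES body was 0.54 times that on the flanks in WT-rescue and 0.59 times in MIM22 cells. Enrichment was calculated as for the WT and KO strains.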

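On the modeled IES, the Pdd1p ChIP over input was 2.16 on the IES body and 0.19 on the flanks in WT-rescue cells, an enrichment of 11.7-fold (no replicates; bootstrap 95% interval 10.7 to 12.6). In MIM22 cells it was 1.66 on the body and 0.24 on the flanks, or 7.1-fold (6.4 to 7.7). The log2 difference of MIM22 from WT-rescue was -0.72 (bootstrap 95% interval -0.78 to -0.66). For Jub1p, the ChIP over input on the IES body was 2.73 in WT-rescue and 2.05 in MIM22 cells, and the enrichments were 6.0-fold (5.5 to 6.4) and 5.7-fold (5.3 to 6.1), a log2 difference of -0.083 (-0.138 to -0.026). On the IES body lay 86.30% of the Pdd1p ChIP reads in WT-rescue (95% Wilson interval 86.26% to 86.35%, of 2619844 reads) and 80.68% in MIM22 cells (80.64% to 80.72%, of 3337931). For Jub1p these shares were 76.56% (76.52% to 76.59%, of 4376504) and 77.12% (77.09% to 77.16%, of 6251234). Between WT-rescue and WT cells, which both make unmutated Pdd1p, the modeled log2 difference was 0.14 for Pdd1p and -0.74 for Jub1p, the latter about as large as the difference of MIM22 from WT-rescue for Pdd1p. WT-rescue and WT cells are not replicates, since in the paper *PDD1* mRNA becomes scarce earlier in WT-rescue cells. Their difference may therefore hold an effect of the strain. Without division by the flanks, the difference of MIM22 from WT-rescue was -0.38 for Pdd1p and -0.42 for Jub1p, the alternative that changed both values most. From the profiles of Figure 5H, the paper concludes that Pdd1p and Jub1p localized properly on IESs in the MIM22 strain.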

Nonetheless, Pdd1p and Jub1p accumulated similarly in the WT-rescue and MIM22 strains (Figure S5D) and localized properly on the IESs (Figure 5H). Moreover, in vitro peptide pull-down assay showed that bacterially expressed full-length WT (WT_FL) and the MIM22 mutant (MIM22_FL) Pdd1p similarly bound to the peptides corresponding to H3K9me3 and H3K27me3 (Figure S5E). Therefore, phosphor-mimic mutations in the unconserved regions do not affect the interaction of Pdd1p with the methylated histones. 

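Of the data on the presence of Pdd1p and Jub1p on chromatin, the values on the LMR locus were compared IES by IES between the WT-rescue and MIM22 strains. Pdd1p on IES bins over non-IES bins was 10.4-fold in WT-rescue (exact permutation test by rotation of the IES map, p = 0.004, adjusted p = 0.0067) and 6.2-fold in MIM22 cells (exact permutation test, p = 0.003, adjusted p = 0.0067). Jub1p was 3.7-fold (exact permutation test, p = 0.003, adjusted p = 0.0067) and 4.6-fold (exact permutation test, p = 0.03, adjusted p = 0.034), respectively. IES 2 alone held 54245 of the 84117 Jub1p reads on IESs in MIM22 cells. The order of these 2 Jub1p values depended on the processing. Without the 56 bins with very many input reads they were 5.15-fold and 4.61-fold, and with the mean RPM of all 6 inputs 4.03-fold and 5.62-fold. Pdd1p was enriched at least 2-fold on all 13 IESs in WT-rescue and on 9 in MIM22 cells, and Jub1p on 9 and 4. In MIM22 cells, Pdd1p ranged from 1.03-fold on IES 1 (95% Poisson interval 0.53 to 1.72, 15 ChIP reads) to 14.0-fold on IES 2 (13.4 to 14.6, 22339 ChIP reads), with a median of 3.3-fold against 6.1-fold in WT-rescue cells. The Pdd1p log2 enrichment was lower in MIM22 cells on all 13 IESs, by -1.05 on average (SD 0.71 over IESs; exact sign-flip permutation test over IESs, p = 0.00024, adjusted p = 0.00049), from -2.95 on IES 1 to -0.32 on IES 12, between 78.05 and 82.27 kb. For Jub1p it was lower on 11 IESs and higher on 2, by -0.40 on average (SD 0.64; exact sign-flip permutation test, p = 0.045, adjusted p = 0.045), from -1.59 on IES 1 to 0.98 on IES 2. The mean RPM of all 6 inputs, chosen after seeing the data, shifted both differences most, to -0.48 for Pdd1p and 0.15 for Jub1p. Without the IES that differed most, the Jub1p difference was -0.30 and no longer past the threshold of 0.05 (exact sign-flip permutation test, adjusted p = 0.089), and the Pdd1p difference was -0.89 (exact sign-flip permutation test, adjusted p = 0.00098). Other alternatives made the Jub1p difference larger. It was -0.78 as the mean of the bins' ratios (exact sign-flip permutation test, adjusted p = 0.0018). Not divided by non-IES bins it was -0.67 (exact sign-flip permutation test, adjusted p = 0.0083). Without the 56 bins with very many input reads it was -0.69 (exact sign-flip permutation test, adjusted p = 0.0081). Against WT cells, the WT-rescue strain was itself lower on this locus. The mean was -0.73 for Pdd1p, with 10 of 13 IESs lower (exact sign-flip permutation test, adjusted p = 0.0085). It was -1.14 for Jub1p, with all 13 lower (exact sign-flip permutation test, adjusted p = 0.00049). The Pdd1p value changed sign with the other WT input. With the mean RPM of all 6 inputs it was 0.57, past the threshold in the opposite direction (exact sign-flip permutation test, adjusted p = 0.00073). The Jub1p value stayed negative and past the threshold throughout, from -0.31 when not divided by non-IES bins to -2.02 with the other WT input. In each strain, Pdd1p and Jub1p enrichments were correlated across the 13 IESs, which are not independent replicates (WT-rescue, Pearson r = 0.92, permutation p = 1e-05, the smallest 100000 resamples give, adjusted p = 3e-05, and Spearman rho = 0.90, permutation p = 8e-05, adjusted p = 0.00024). In MIM22 cells Pearson r was 0.87 (permutation p = 2e-05, adjusted p = 3e-05) and Spearman rho 0.87 (permutation p = 0.00022, adjusted p = 0.00033), and without the 2 IESs farthest from the median Pdd1p enrichment r was 0.84 in WT-rescue and 0.85 in MIM22 cells. From the presence of both proteins on IESs, together with their similar amounts and the binding of MIM22 Pdd1p to methylated histone peptides, the paper excludes loss from chromatin as the reason for the missing heterochromatin bodies.

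**Figure D4:**
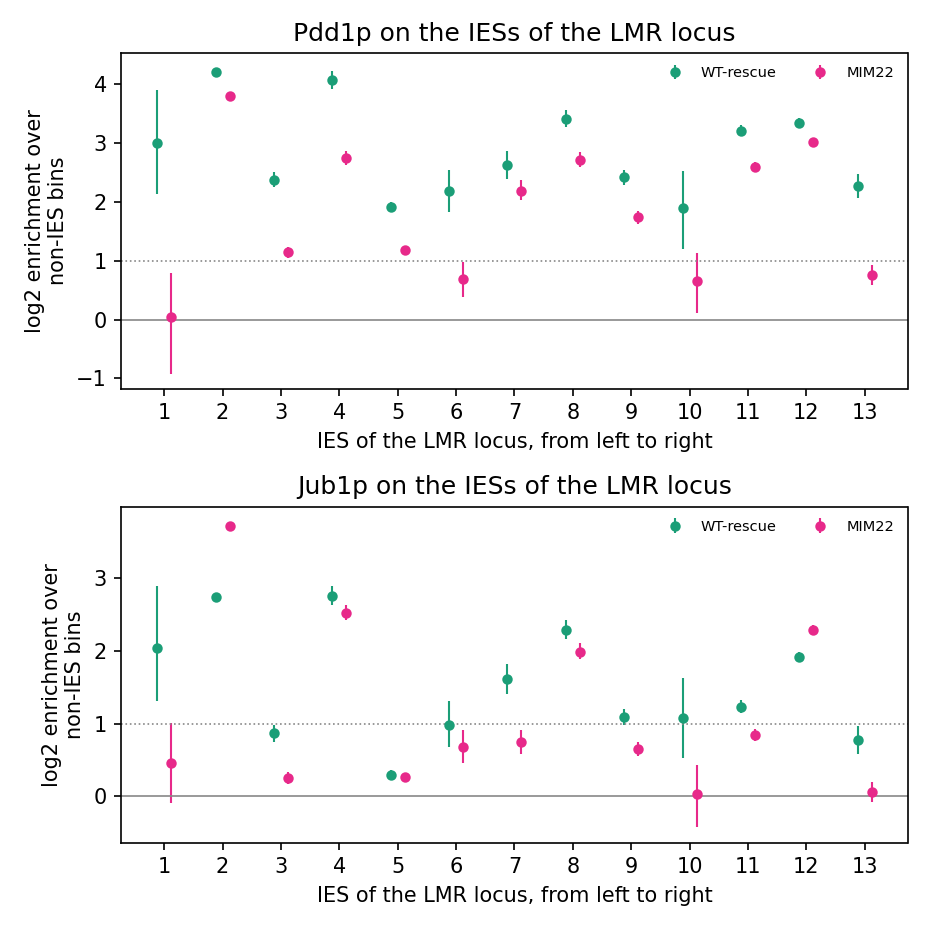
Pdd1p (top) and Jub1p (bottom) enrichment on each of the 13 IESs of the LMR locus in WT-rescue and MIM22 cells, as log2 of ChIP over input relative to non-IES bins, with 95% Poisson intervals as bars and 1 library per strain and antibody. The solid line marks no enrichment and the dotted line 2-fold. The MIM22 point lies below the WT-rescue point on all 13 IESs for Pdd1p and on 11 for Jub1p.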

We conclude that the failure of the MIM22 mutant to restore heterochromatin body formation is due neither to instabilities in Pdd1p or Jub1p nor to their absence from chromatin but to a functional disturbance in Pdd1p’s heterochromatin body-forming activity. Although the correlative occurrence of the dephosphorylation of Pdd1p and heterochromatin body has been suggested (Madireddi et al., 1996, Shieh and Chalker, 2013), this is the first direct demonstration showing the functional link between the two events.

The results above indicated that the more phosphor-mimic mutations in Pdd1p, the stronger the defects in heterochromatin body formation. We therefore hypothesized that the lack of heterochromatin body-forming ability in the phosphor-mimic Pdd1p mutants was due to the increase in their net negative charge. If this was the case, additional mutations supplying positive charges to the phosphor-mimic Pdd1p mutant should restore heterochromatin body formation. To test this idea, we expressed MIM22 with six Lys insertions (MIM22+Ins6K; Figure 5B) or MIM22 with six substitutions of glutamine and asparagine for Lys (MIM22+Sub6K; Figure 5B) in the *PDD1* KO background. In these strains, the formation of heterochromatin bodies was restored to a level similar to the strains expressing MIM14 (Figures 5C and 5D), indicating that the lack of heterochromatin body-forming ability of MIM22 was due not to structural disturbances, if any, caused by the 22 amino acid substitutions but to the constitutive increase in the net negative charge. Altogether, we conclude that the dephosphorylation of Pdd1p facilitates heterochromatin body formation by reducing the net negative charge of Pdd1p.

### Pdd1p Dephosphorylation Is Important for DNA Elimination and Progeny Viability

DNA-FISH analyses showed that Tlr1 IESs were completely eliminated in the exconjugants from WT-rescue and MIM10 cells. In contrast, only 40%, 19%, and 1% of the exconjugants from MIM14, MIM18, and MIM22 cells, respectively, completed DNA elimination of the Tlr1 IESs (Figure S5B). The DNA elimination defects of these phosphor-mimic mutants correlated with their abilities to produce viable sexual progeny: 71%, 10%, and 0.3% of mating pairs from WT-rescue, MIM10, and MIM14 cells, respectively, produced viable progeny, and no viable progeny were obtained from MIM18 and MIM22 cells (Figure S5C). Moreover, in the cells expressing the positive charge-added MIM22 mutants (MIM22+Ins6K and MIM22+Sub6K), both IES elimination and progeny production were restored to the level of MIM14 cells (Figures S5B and S5C).

We next assessed genome-wide DNA elimination of the new MACs of MIM22 cells at 36 hpm, as described above. RI scores of different IESs were variable, ranging from 0.01—1 (Figure 5G), indicating that different IESs were affected differently by the MIM22 mutation. This is in contrast with *JUB1* KO cells, in which eliminations of most of the IESs were inhibited (Figure 3L). Therefore, although the MIM22 mutation phenocopied *JUB1* KO in terms of heterochromatin body formation (Figures 2E, 3B, 5C, and 5D) and progeny viability (Figures S3C and S5C), the DNA elimination defect in MIM22 was less severe than that in *JUB1* KO cells. This difference might be because Jub1p can still regulate phosphorylation of the non-mutated Ser/Thr residues of MIM22.

### Phosphorylation Does Not Affect the Self-Interaction of Pdd1p

We hypothesized that Pdd1p dephosphorylation might facilitate heterochromatin body formation by promoting direct interaction between the hinge regions of two Pdd1p molecules, which is otherwise inhibited by the negatively charged phosphate groups. To test this idea, we performed pull-down assays using bacterially expressed, WT Pdd1p (WT_FL) and the MIM22 phosphor-mimic Pdd1p mutant (MIM22_FL) (Figure 6A). Maltose binding protein-tagged WT_FL (MBP-WT_FL) and MIM22_FL (MBP-MIM22_FL) were similarly co-precipitated with glutathione S-transferase-tagged WT-FL (GST-WT_FL) (Figure 6B, lanes 9 and 10, asterisks). MBP-WT_FL and MBP-MIM22_FL were also co-precipitated with GST-MIM22_FL (Figure 6B, lanes 11 and 12, asterisks). These results indicate that the phosphor-mimic mutations do not prevent association of two Pdd1p molecules.

Many HP1 family proteins form homodimers through their CSDs (Cowieson et al., 2000). In addition, Swi6, the fission yeast HP1, also multimerizes through its CD (Canzio et al., 2013). We therefore speculated that Pdd1p might also multimerize through a CD-CD or CSD-CSD interaction, which might compensate for the effect of the phosphor-mimic mutations on a hinge-hinge interaction in vitro. To test this possibility, we performed pull-down assays using MBP-Pdd1p carrying either two amino acid substitutions (W50A/W53A) in CD1 or a substitution (I456D) in CSD (Figure 6A) that inhibit the CD-CD and the CSD-CSD interaction in Swi6, respectively (Canzio et al., 2013, Cowieson et al., 2000). The I456D mutation inhibited the co-precipitation of MBP-Pdd1p with GST-WT_FL (Figure 6C, lane 17), but the W50A/W53A mutations did not (Figure 6C, lane 16). Therefore, the in vitro self-interaction of Pdd1p is mediated solely by CSD, and the other domains, including the hinge regions, do not support self-interaction. We conclude that the dephosphorylation of Pdd1p induces heterochromatin body formation not by regulating the multimerization of Pdd1p but through some other mechanism.

The dimerization of HP1 proteins through their CSDs facilitates local heterochromatin compaction (Canzio et al., 2011, Cowieson et al., 2000). Because Pdd1p also homo-multimerizes through its CSD and the phosphor-mimic mutations of Pdd1p do not affect this homo-multimerization, dephosphorylation of Pdd1p is not likely involved in the local compaction of heterochromatin but rather specifically involved in heterochromatin body formation. It has been reported that the Pdd1p CSD mutation I456D causes a defect in heterochromatin body formation in vivo (Schwope and Chalker, 2014). This defect may arise because Pdd1p homo-multimerization is important for the local compaction of heterochromatin, which is a prerequisite for heterochromatin body formation.

### Phosphor-Mimic Mutations Inhibit RNA Binding of Pdd1p

The hinge regions of mammalian HP1α and yeast Swi6 bind to non-coding RNAs (ncRNAs) (Keller et al., 2012, Maison et al., 2011), and RNase treatment of permeabilized mouse cells disassembles the chromocenter (Maison et al., 2002). Because ncRNAs are transcribed from IESs in the new MAC in *Tetrahymena* (Aronica et al., 2008). We thought that ncRNAs might mediate the Pdd1p-Pdd1p interaction and thus the formation of heterochromatin bodies.

We performed an electrophoretic mobility shift assay (EMSA) to test this possibility. The recombinant WT Pdd1p (WT_FL; Figures 7A and 7B) bound to a 723-nt single-stranded RNA (ssRNA) complementary to *EGFP* (*EGFP* ssRNA) (*K*_d_ = 65 ± 15 nM) (Figure 7C). Multiple shifts were detected in this assay, indicating that more than one Pdd1p molecule interacts with a single *EGFP* ssRNA. WT_FL also bound to a 1,305-nt ssRNA complementary to Cal IES (Cal IES ssRNA) (Figure S6A). Furthermore, the isolated two hinge regions of Pdd1p (WT_HNG1 and WT_HNG2; Figures 7A and 7B) also bound to the *EGFP* ssRNA (*K*_d_ = 130 ± 20 nM, *K*_d_ > 630 nM, respectively) (Figure 7D). We conclude that Pdd1p interacts with RNA through its hinge regions in a sequence-independent manner.

Similar EMSA experiments were performed with Pdd1p harboring 14 or 22 phosphor-mimic mutations (MIM14_FL, MIM22_FL; Figures 7A and 7B). Note that the MIM14 and MIM22 show mild and severe heterochromatin body formation defects in vivo, respectively (Figure 5D). MIM14_FL exhibited weaker interaction with the *EGFP* ssRNA (*K*_d_ = 340 ± 14 nM) compared with WT-FL, and MIM22_FL showed no detectable interaction with the RNA (Figure 7E). Therefore, the phosphor-mimic mutations disrupt the RNA-Pdd1p interaction. Importantly, MIM22+Ins6K_FL, which had insertions of 6 Lys residues into MIM22_FL (Figures 7A and 7B), interacted with the *EGFP* ssRNA with the affinity (*K*_d_ = 347 ± 31 nM) similar to that of MIM14_FL (Figure 7E), indicating that Pdd1p interacts with RNA not via its specific residues but electrostatically through the global positive charge of its hinge regions.

## Discussion

In this study, we showed that the heterochromatin body component Jub1p facilitates the dephosphorylation of Pdd1p. Both *JUB1* KO and phosphor-mimic mutations of Pdd1p severely compromised heterochromatin body formation and DNA elimination without affecting local heterochromatin assembly. As far as we know, these mutants are the first experimental system in any eukaryote by which we can genetically separate roles of heterochromatin body from roles of the underlying local heterochromatin. This study therefore provides the first evidence that heterochromatin body per se has an essential biological function.

### RNA-Glue Model for Heterochromatin Body Formation in *Tetrahymena*

We propose a model for the molecular mechanism of heterochromatin body assembly during new MAC differentiation in *Tetrahymena* (Figure 7F). First, Pdd1p is deposited onto IESs through its interaction with H3K9/27me to form heterochromatin (step I). We believe Pdd1p is phosphorylated prior to its chromatin deposition because Pdd1p was phosphorylated in *EZL1* and *TWI1* KO cells (Figure S6B), which are defective in H3K9/27me accumulation (Liu et al., 2004, Liu et al., 2007). At this stage (stage 1), heterochromatinized IESs are distributed homogeneously in the new MAC. Then, Jub1p localizes to heterochromatin and recruits a phosphatase (or phosphatases) to trigger Pdd1p dephosphorylation (step II). This dephosphorylation reduces the net negative charge of the hinge regions of Pdd1p and restores its RNA binding activity (step III). Because one RNA molecule can interact with multiple Pdd1p molecules (Figure 7C), we propose that the Pdd1p-RNA interaction “glues” multiple IESs into a heterochromatin body (step III, stage 2). Finally, IESs are excised within the heterochromatin body compartments (stage 3).

Although this study clearly demonstrates that the dephosphorylation of Pdd1p plays a pivotal role in heterochromatin body formation, why Pdd1p must be phosphorylated in the first place remains unclear. ChIP-seq analysis indicated that a phosphorylation-defective Pdd1p mutant, in which 26 phosphorylated Ser/Thr residues were substituted with alanine, localized normally on IESs (unpublished data). Therefore, Pdd1p phosphorylation is unlikely to be required for its chromatin deposition but might only be required to regulate the timing of heterochromatin body formation. Alternatively, it may establish a chromatin environment for some downstream event.

Our efforts to identify the phosphatase(s) of Pdd1p have been unsuccessful. It has been proposed that Pdd1p dephosphorylation and heterochromatin body formation are triggered by DNA elimination, based on the observation that UV irradiation induced both of these events in the DNA elimination-defective *LIA5* KO cells (Shieh and Chalker, 2013). Although this notion is seemingly contradictory to the fact that elimination of most IESs occurs after heterochromatin body formation (Austerberry et al., 1984), some IESs might be eliminated prior to heterochromatin body formation, and DNA damage signaling caused by such DNA elimination might upregulate phosphatase(s) for Pdd1p.

Currently, it is unclear which RNA species interact with Pdd1p in vivo. We previously showed that at least some IESs in the new MAC are transcribed to produce ncRNAs (Aronica et al., 2008). Although these ncRNAs were suggested to be nascent transcripts required for the interaction between the RNAi-machinery and chromatin (Aronica et al., 2008), they might also interact with Pdd1p. Future work should comprehensively identify Pdd1p-associated RNAs in vivo.

### Does RNA Glue Heterochromatin Bodies in Other Eukaryotes?

The involvement of ncRNAs in heterochromatin body dynamics is not a new concept but has been reported in other eukaryotes: the mouse HP1α binds to ncRNA from major satellites, which serves as a structural platform for recruiting heterochromatin modulators for the assembly of chromocenters (Maison et al., 2002, Maison et al., 2011); similarly, Xist coats the inactive X chromosome and plays an important role in recruiting factors required for Barr body formation (Hall and Lawrence, 2010). However, it is unclear whether these ncRNAs are directly involved in heterochromatin body formation or indirectly through regulation of local heterochromatin. In *Tetrahymena*, an RNA binding-defective Pdd1p mutant (MIM22) inhibits heterochromatin body formation without affecting local heterochromatin formation in vivo (Figures 5C, 5D, and 5H) and Pdd1p homo-multimerization in vitro (Figure 6B). Therefore, we believe this study provides the first clear demonstration that RNA interaction with a heterochromatin component plays a direct role in heterochromatin body formation.

As for *Tetrahymena* Pdd1p, positively charged residues in the hinge region of HP1 proteins in yeast (Swi6) and mammals (HP1α) are critical for their electrostatic interactions with RNA (Keller et al., 2012, Muchardt et al., 2002), and accumulating evidences from phosphoproteomics suggest that most of the phosphorylated residues of HP1 proteins are in the unconserved region (Dephoure et al., 2008, Shimada et al., 2009, Wilson-Grady et al., 2008, Zhai et al., 2008). Therefore, phosphorylation of HP1 in many eukaryotes might also downregulate their RNA-binding activities as it does in Pdd1p. In this context, it will be interesting to study whether phosphorylations of the hinge regions of HP1 proteins affect their RNA binding and whether such regulation also plays a role in heterochromatin body formation.

## Experimental Procedures

For detailed experimental procedures, see Supplemental Experimental Procedures.

### Protein and IES Localization Analyses

Immunofluorescent staining and DNA-FISH were performed as described (Loidl and Scherthan, 2004, Noto et al., 2010). For immuno-DNA-FISH, fixed cells were first hybridized with a Cy3-labeled Tlr1 probe and then used for immunofluorescent staining.

### ChIP-Seq and DNA Elimination Analysis

For ChIP-seq, the new MACs at 12 hpm were fixed with Di(N-succinimidyl) glutarate and paraformaldehyde and purified by FACS. DNA library was produced from immunoprecipitated chromatin. For genome-wide DNA elimination analysis, DNA libraries were generated from the new MACs from 36 hpm exconjugants and the MICs from starved WT cells. For the both analyses, 50-nt single sequence reads were generated by a HiSeq2000 platform. The MIC genome sequence (version 2) was obtained from the *Tetrahymena* Comparative Sequencing Project (Broad Institute of MIT and Harvard).

### Progeny Viability Test

For *JUB1* KO strains, a blasticidin S (bs)-resistance marker was introduced into the MAC. Conjugating pairs were isolated at 8 hpm and bs-sensitive cells were determined as sexual progeny. For the *PDD1* mutants, isolated cells were examined for their resistance to paromomycin without CdCl_2_.

### Identification of Pdd1p Phosphorylation Sites

Pdd1p in WT cells at 8 hpm was immunoprecipitated with an anti-Pdd1p antibody, digested with trypsin, chymotrypsin or subtilisin, and analyzed by mass spectrometry.

### Pull-Down Assays

For peptide pull-down assay, MBP-tagged proteins were precipitated with beads coupled with peptides corresponding to the histone H3 N-terminal tail and analyzed by western blot with an anti-MBP antibody. Mean enrichment was calculated from three independent experiments. For GST pull-down assay, GST- and MBP-tagged proteins were mixed, purified with glutathione beads, and analyzed by SDS-PAGE followed by Coomassie blue staining.

### EMSA

Fluorescein-12 labeled ssRNA complementary to *EGFP* (723 nt) or Cal IES (1,305 nt) was incubated with MBP-tagged proteins and separated by agarose gel electrophoresis, and the RNA was quantified. Means of dissociation constant were calculated from more than two independent experiments.

## Figures and Tables

**Figure 1:**
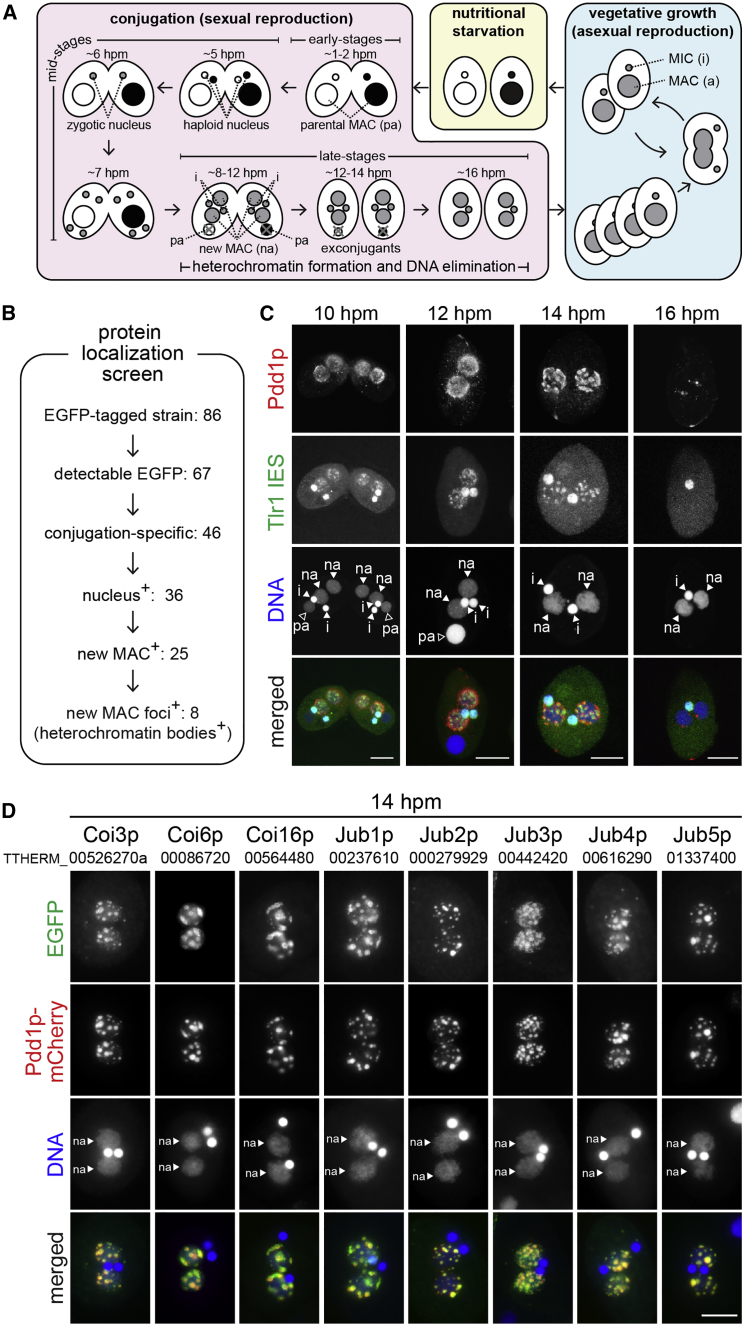
Identification of Heterochromatin Body Components (A) A single *Tetrahymena thermophila* cell possesses a MAC (a) and a MIC (i). During vegetative growth, these nuclei divide and are segregated independently into daughter cells. Nutritional starvation induces the conjugation of two cells carrying different mating types. In the early conjugation stage (∼1–4 hpm), the MICs undergo meiosis. In the mid-stage, one of the meiotic products is exchanged between the cells (∼5 hpm) and fuses with the stationary meiotic product to form a zygotic nucleus (∼6 hpm), which then divides twice to form two new MACs and two MICs (∼7 hpm). At the late-stage, the new MACs (na) are enlarged (∼8 hpm). The pair is dissolved and the parental MAC (pa) and one of the MICs are degraded in the exconjugants (∼12–16 hpm). The exconjugants resume vegetative growth when nutrients are available. (B) Summary of the screen for heterochromatin body components. (C) WT cells at 10, 12, 14, and 16 hpm were hybridized with a probe complementary to the Tlr1 element (green) and stained with an anti-Pdd1p antibody (red). DNA was stained with DAPI (blue). Arrowheads indicate the MIC (i), the new MAC (na), and the parental MAC (pa). The scale bars represent 10 μm. (D) Exconjugants expressing the indicated proteins tagged with EGFP (green) and Pdd1p-mCherry (red) were counterstained with DAPI (blue). Arrowheads indicate the new MACs (na). All pictures share the scale bar, representing 10 μm. See also Figure S1.

**Figure 2:**
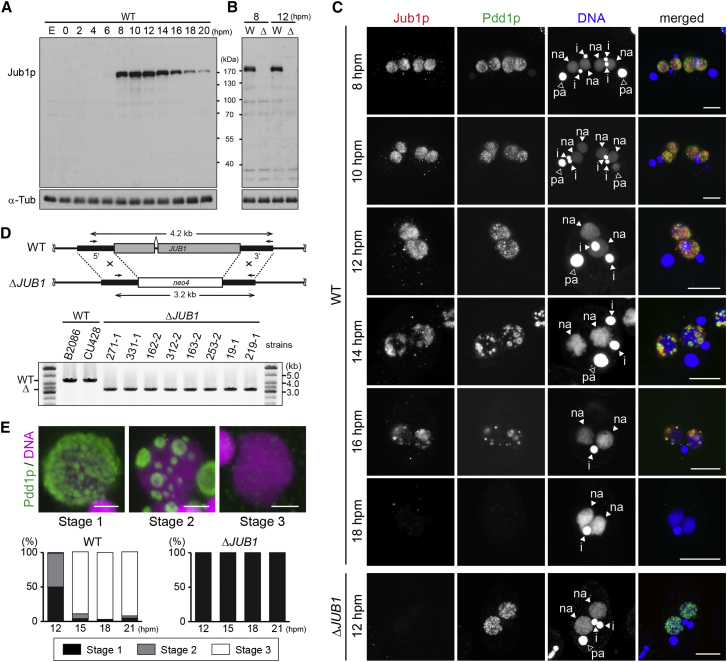
Jub1p Is Required for Heterochromatin Body Formation (A and B) Exponentially growing (E), starved (0 hpm), or conjugating (2–20 hpm) WT cells (A) and WT (W) and *JUB1* KO (Δ) cells at late-conjugation stages (8–12 hpm) (B) were analyzed by western blot using an anti-Jub1p and an anti-α-Tubulin (α-Tub) antibody. (C) WT and *JUB1* KO (Δ*JUB1*) cells at the indicated time points were stained with an anti-Jub1p (red) and an anti-Pdd1p (green) antibody. DNA was stained with DAPI (blue). Arrowheads indicate the MIC (i), new MAC (na), and parental MAC (pa). The scale bars represent 10 μm. (D) The *JUB1* locus in WT and *JUB1* KO (Δ*JUB1*) cells are schematically shown at the top. Replacement of the *JUB1* coding with *neo4* was confirmed by genomic PCR using the primers (arrows). (E) Three stages of heterochromatin body formation (stage 1, pre-heterochromatin body; stage 2, heterochromatin body; stage 3, post-heterochromatin body) according to Pdd1p localization (green). DNA was stained with DAPI (magenta). The scale bars represent 2 μm. Exconjugants (n = 200) at 12, 15, 18, and 21 hpm from WT and *JUB1* KO cells were analyzed, and the averaged fractions from two independent experiments are shown. See also Figure S2.

**Figure 3:**
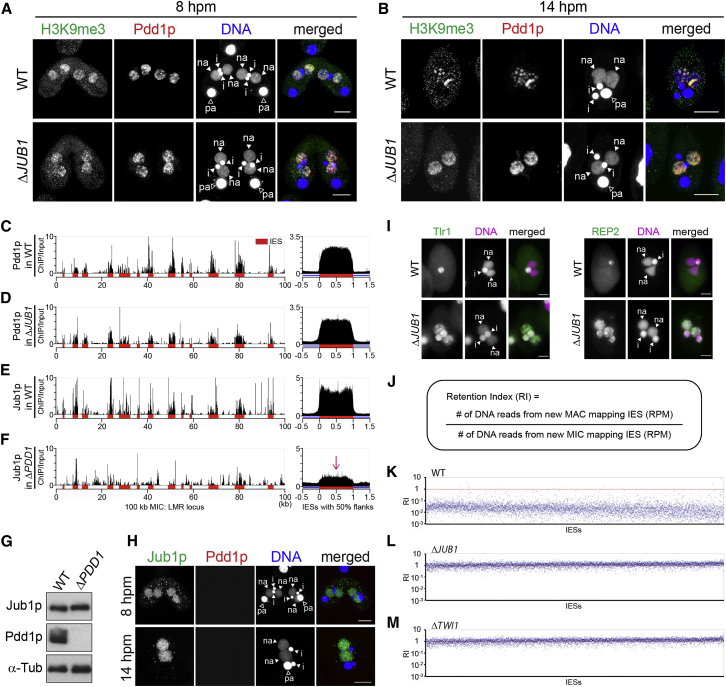
Jub1p Is Required for DNA Elimination but Not for Local Heterochromatin Establishment (A and B) WT and *JUB1* KO (Δ*JUB1*) cells at 8 hpm (A) and 14 hpm (B) were stained with an anti-H3K9me3 (green) and an anti-Pdd1p (red) antibody. DNA was stained with DAPI (blue). Arrowheads indicate the MIC (i), new MAC (na), and parental MAC (pa). The scale bars represent 10 μm. (C–F) Fragmented chromatin from the new MACs from WT (C and E), *JUB1* KO (Δ*JUB1*) (D) or *PDD1* KO (*ΔPDD1*) (F) cells at 12 hpm was immunoprecipitated with an anti-Pdd1p (C and D) or an anti-Jub1p (E and F) antibody. ChIP-seq reads were mapped to a 100 kb representative MIC locus (left; LMR locus) or to a modeled IES locus (right), which consisted of all predicted 1 to 5 kb IESs (red) and their flanks (blue). Fold enrichment relative to input is shown. (G) Proteins from WT and *PDD1* KO (Δ*PDD1*) cells at 12 hpm were analyzed by western blot with an anti-Jub1p, anti-Pdd1p, and anti-α-Tubulin antibody. (H) *PDD1* KO cells at 8 and 14 hpm were stained with an anti-Jub1p (green) and an anti-Pdd1p (red) antibody, and DNA was stained with DAPI (blue). Arrowheads indicate the MIC (i), new MAC (na), and parental MAC (pa). The scale bar represents 10 μm. (I) WT and *JUB1* KO (Δ*JUB1*) cells at 36 hpm were hybridized with probes complementary to Tlr1 or REP2 (green). DNA was stained with DAPI (magenta). Arrowheads indicate the MIC (i) and new MAC (na). The scale bar represents 5 μm. (J–M) RIs were calculated (J) for individual IESs in the new MACs from WT (K), *JUB1* KO (L), and *TWI1* KO (M) at 36 hpm. Red horizontal line indicates RI = 1 (no elimination). See also Figure S3.

**Figure 4:**
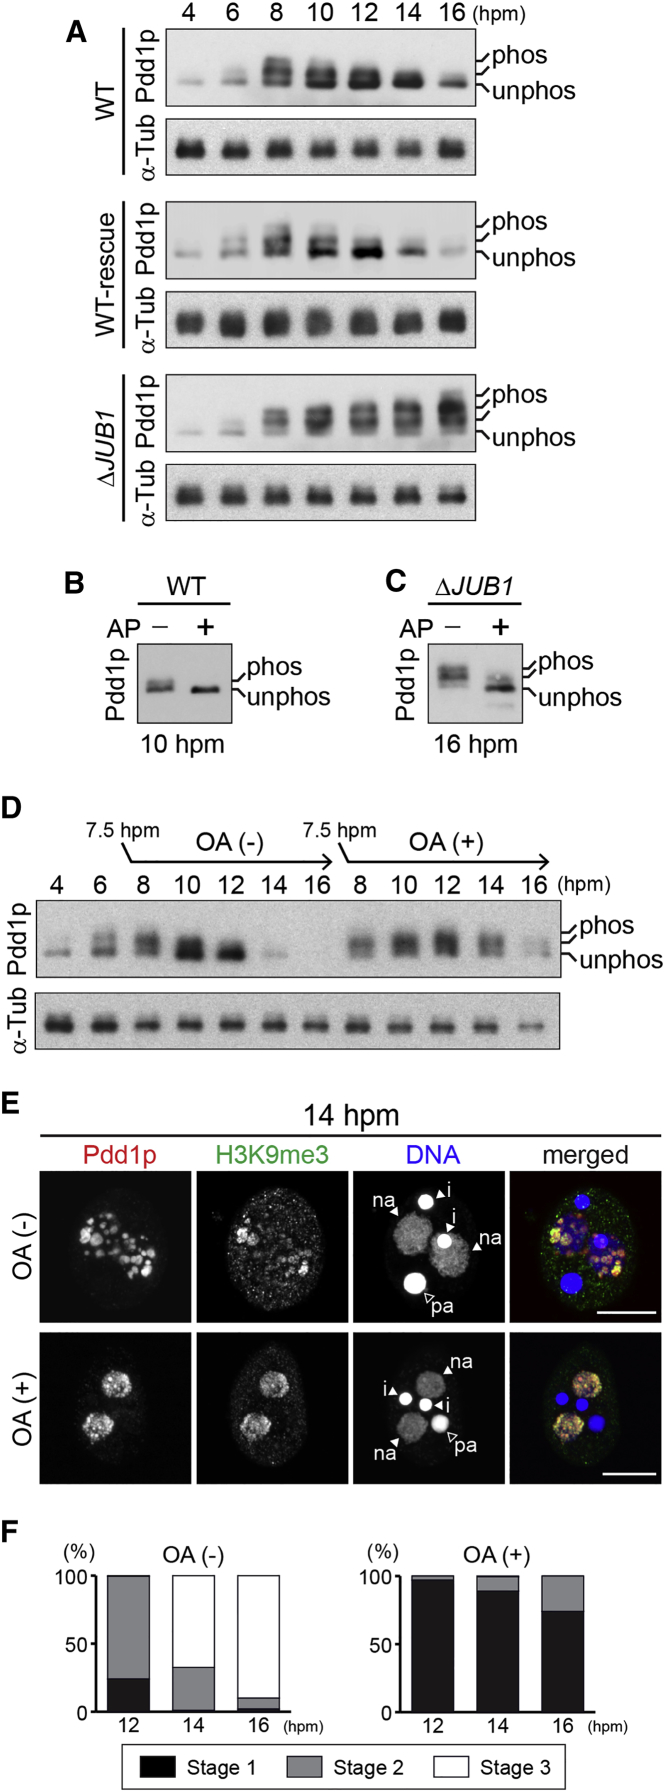
Pdd1p Dephosphorylation Is Inhibited in *JUB1* KO Cells (A) Proteins from WT, WT-rescue, and *JUB1* KO (Δ*JUB1*) cells in conjugation (4–16 hpm) were analyzed by western blot with an anti-Pdd1p antibody. Phosphorylated (phos) and unphosphorylated (unphos) Pdd1p are indicated. α-Tubulin (α-Tub) was analyzed as a control. (B and C) Lysates from WT cells at 10 hpm (B) and *JUB1* KO (Δ*JUB1*) cells at 16 hpm (C) were treated with (+) or without (−) alkaline phosphatase and analyzed as in (A). (D) Conjugating WT cells were treated from 7.5 hpm with (+) or without (−) OA, harvested at indicated time points, and analyzed as in (A). (E) Cells were treated as in (D) and stained at 14 hpm with anti-Pdd1p (red) and anti-H3K9me3 (green) antibody. DNA was stained with DAPI (blue). Arrowheads indicate the MIC (i), new MAC (na), and parental MAC (pa). The scale bars represent 10 μm. (F) Cells were treated as in (D), and heterochromatin body in exconjugants (n = 200) were analyzed as in Figure 2E. See also Figure S4.

**Figure 5:**
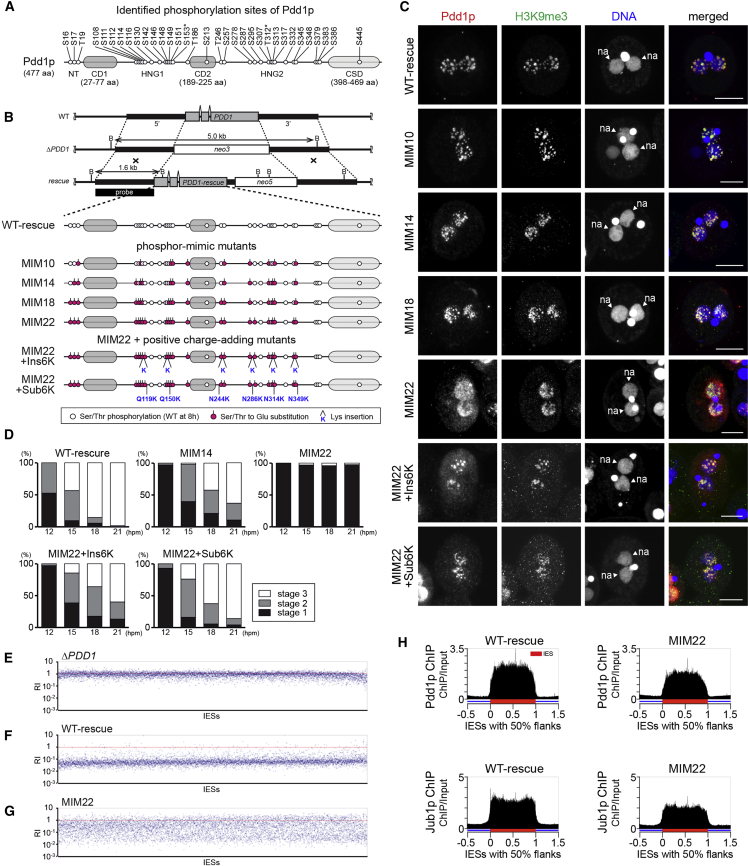
Phosphor-Mimic Pdd1p Mutants Inhibit Heterochromatin Body Formation (A) Thirty-one phosphorylated Ser (S)/Thr (T) residues of Pdd1p in WT cells at 8 hpm identified in this study and additional 2 residues (marked by asterisks) identified by Tian et al. (2014) are shown as open circles. HNG1 and HNG2 indicate the non-conserved hinge regions between CD1 and CD2 and between CD2 and CSD, respectively. (B) The WT, KO (Δ*PDD1*), and rescued loci (top) and the proteins expressed from the rescue constructs (bottom). Magenta circles indicate the introduced phosphor-mimic mutations (Ser/Thr to Glu). Lys insertions are indicated with “K,” and substitutions from Gln (Q) or Asn (N) to Lys (K) are indicated with the positions. (C) Cells at 14 hpm were stained with anti-Pdd1p (red) and anti-H3K9me3 (green) antibody, and DNA was stained with DAPI (blue). The new MACs are marked with an arrowhead (na). The scale bars represent 10 μm. (D) Heterochromatin body in the exconjugants (n = 200) from the indicated *PDD1* mutants was analyzed as in Figure 2E. (E–G) The RI of each IES in *PDD1* KO (E), WT-rescue (F), and MIM22 (G) strains was calculated as in Figure 3J. Red horizontal line indicates RI = 1 (no elimination). (H) Localization of Pdd1p and Jub1p in the new MACs of WT-rescue and MIM22 cells at 12 hpm were analyzed by ChIP-seq. See also Figure S5.

**Figure 6:**
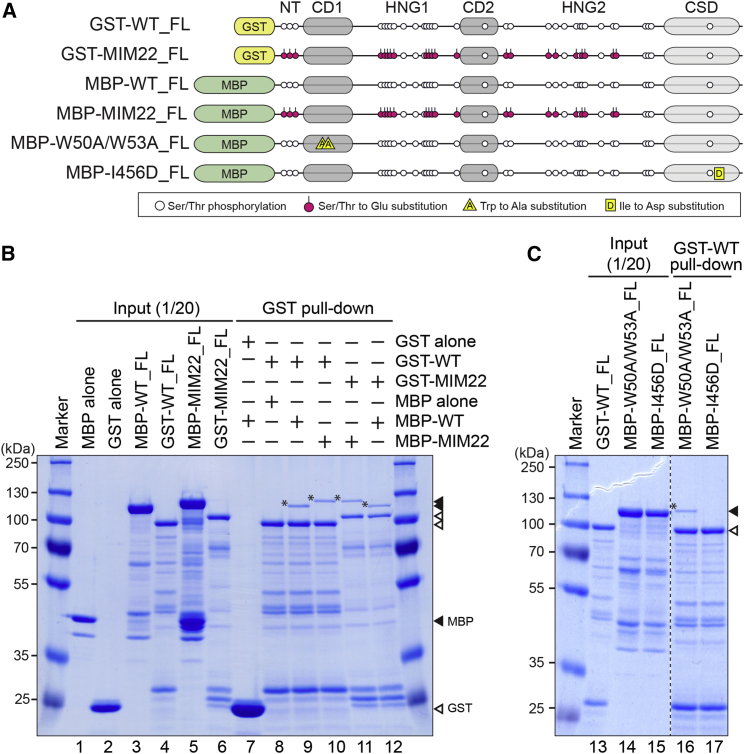
Phosphor-Mimetic Mutations Do Not Inhibit Self-Interaction of Pdd1p (A) The recombinant Pdd1p proteins used for GST pull-down assays. Magenta circles indicate the introduced phosphor-mimic mutations (Ser/Thr to Glu). Trp to Ala and Ile to Asp substitutions are indicated as yellow triangles and squares, respectively. (B and C) Input proteins (lanes 1–6 and 13–15) and proteins co-precipitated with the indicated GST-tagged proteins (lanes 7–12 and 16–17) were analyzed by SDS-PAGE followed by Coomassie blue staining. Filled and open arrowheads indicate MBP- and GST-tagged proteins, respectively. Asterisks indicate co-precipitated MBP-tagged proteins.

**Figure 7:**
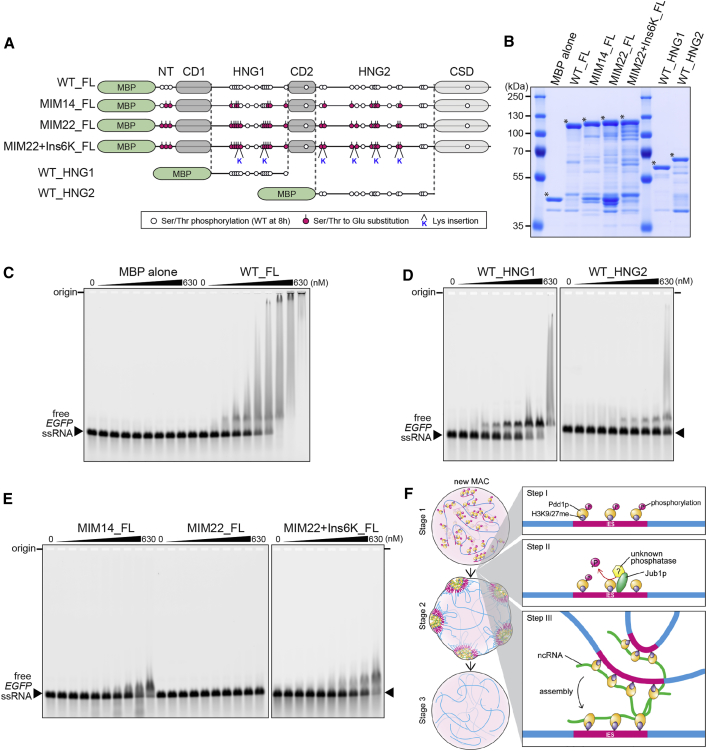
Hinge Regions of Pdd1p Bind to RNA through Their Net-Positive Charge (A) The recombinant Pdd1p proteins used for EMSA. Magenta circles indicate the introduced phosphor-mimic mutations (Ser/Thr to Glu). The Lys insertions are indicated with “K.” (B) Proteins used were analyzed by SDS-PAGE followed by Coomassie blue staining. Asterisks indicate MBP-tagged Pdd1p proteins or MBP alone. (C–E) A 723-nt *EGFP* ssRNA (10.4 nM) was titrated with the indicated proteins (0, 10.4, 26.3, 52.5, 78.3, 104, 158, 210, 420, and 630 nM) and separated by agarose gel electrophoresis. (F) A model for heterochromatin body formation. See also Figure S6.

# Supplementary material for: Phosphorylation of an HP1-like Protein Regulates Heterochromatin Body Assembly for DNA Elimination
**Source:** Dev Cell. 2015 Dec 21;35(6):775–88. doi: 10.1016/j.devcel.2015.11.017
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S6

Developmental Cell

Supplemental Information

# **Phosphorylation of an HP1-like Protein Regulates Heterochromatin Body Assembly for DNA Elimination**

Kensuke Kataoka and Kazufumi Mochizuki

**Figure S1**

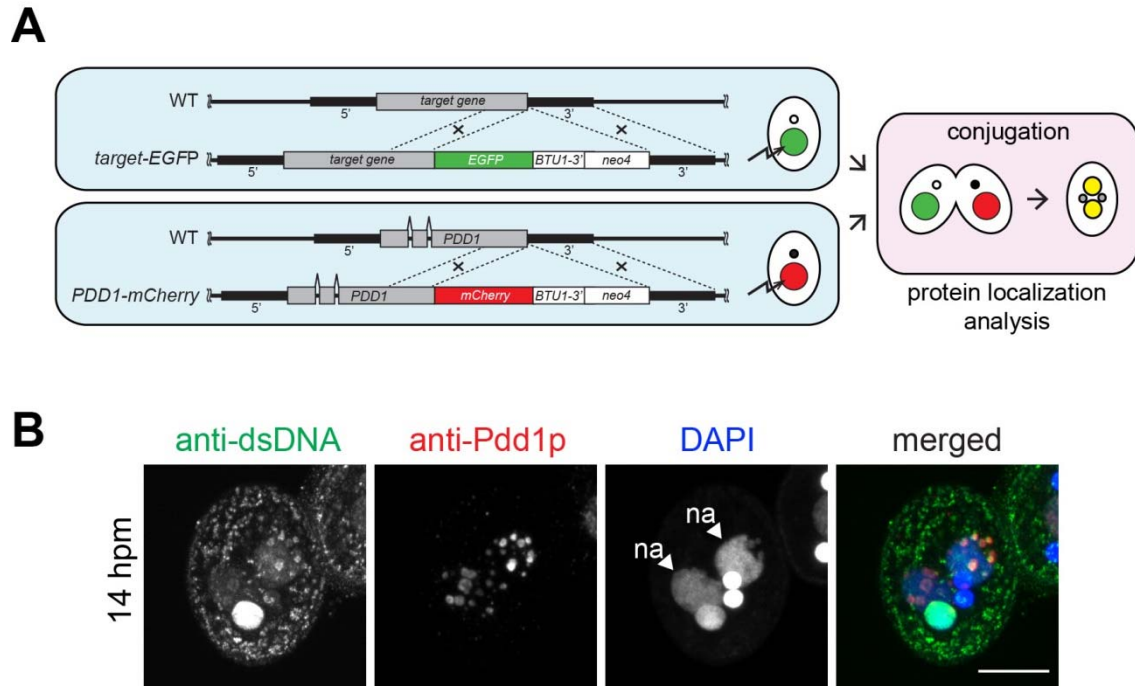

**Figure S1, related to Figure 1. Experimental design for the protein localization screen**

(A) A schematic representation of the protein localization screen. (Left top) The *EGFP* gene followed by the *BTU1* 3'UTR and the *neo4* drug-resistance cassette were inserted before the stop codon of an endogenous target locus in the MAC by homologous recombination. To visualize heterochromatin bodies, cells expressing an EGFP-tagged protein were crossed with cells expressing Pdd1p-mCherry (Left bottom). The localizations of the EGFP-tagged protein and Pdd1p-mCherry were observable within the same cell because the cytoplasm of conjugating cells is connected. (B) A wild-type cell at 14 hpm was immunostained with an anti-double-stranded DNA (dsDNA) antibody (green) and an anti-Pdd1p antibody (red). DNA was counter-stained with DAPI (blue). The new MACs are marked by arrowheads with "na". The scale bar represents 10  $\mu$ m.

## Figure S2

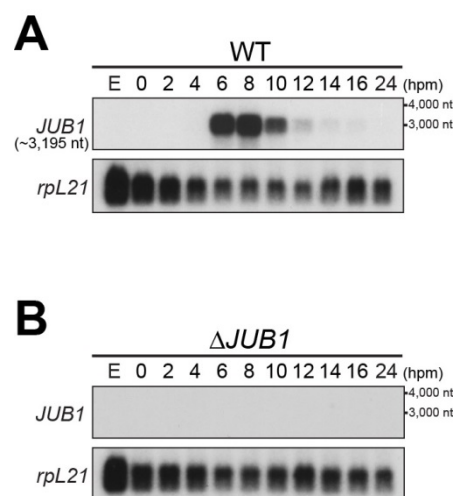

**Figure S2, related to Figure 2. Northern blot analyses of *JUB1* mRNA**

(**A, B**) *JUB1* mRNA (~3,195 nt) from exponentially growing (E), starved (0 hpm) or conjugating (2-24 hpm) wild-type (WT) (**A**) and *JUB1* KO ( $\Delta JUB1$ ) (**B**) cells were analyzed by northern blot. Constitutively expressed *rpL21* was analyzed as a control.

**Figure S3**

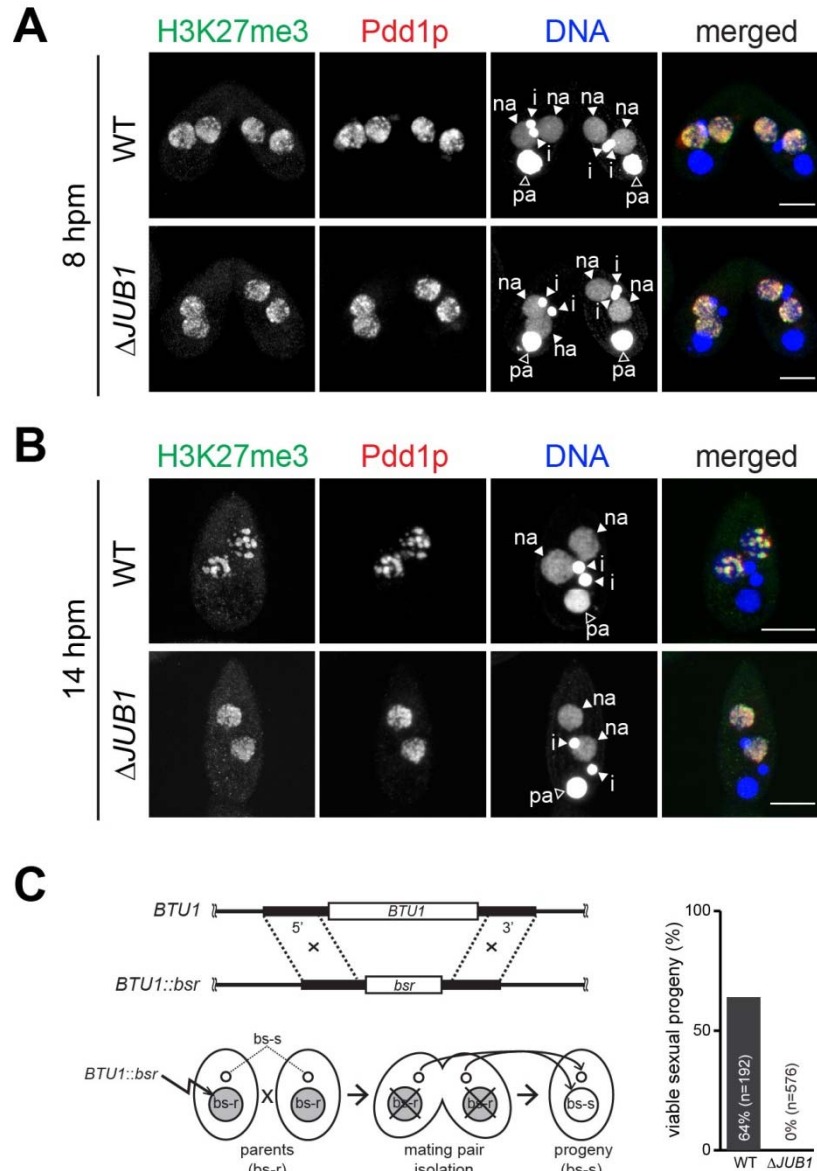

**Figure S3, related to Figure 3. Analyses of methylated histones and progeny viability**

(A, B) Wild-type (WT) and *JUB1* KO ( $\Delta JUB1$ ) cells at 8 hpm (A) and 14 hpm (B) were immunostained with anti-H3K27me3 (green) and anti-Pdd1p (red) antibodies. DNA was counter-stained with DAPI (blue). Arrowheads indicate the MIC (i), new MAC (na) and parental MAC (pa). Scale bars represent 10  $\mu$ m. (C) Viability tests for the sexual progeny of *JUB1* KO cells. (Left top) A schematic representation of the *BTU1* locus. MAC loci encoding the non-essential *BTU1* gene in *JUB1* KO ( $\Delta JUB1$ ) and wild-type (WT) cells were replaced with the Blasticidin S (bs) resistance marker cassette *bsr* by homologous recombination. (Left bottom) A schematic representation of the experimental design of the assay. The bs-resistant (bs-r) cells (parents) were induced to conjugate, and the bs sensitivity of the cells grown from the isolated mating pair was assessed. The progeny are bs sensitive (bs-s) because the parental MAC carrying the *bsr* cassette is destroyed during conjugation (See Supplementary Experimental Procedures for details). (Right) The average percentages of isolated mating pairs that produced bs-s progeny from a wild-type cross and 3 independent *JUB1* KO crosses are shown.

## Figure S4

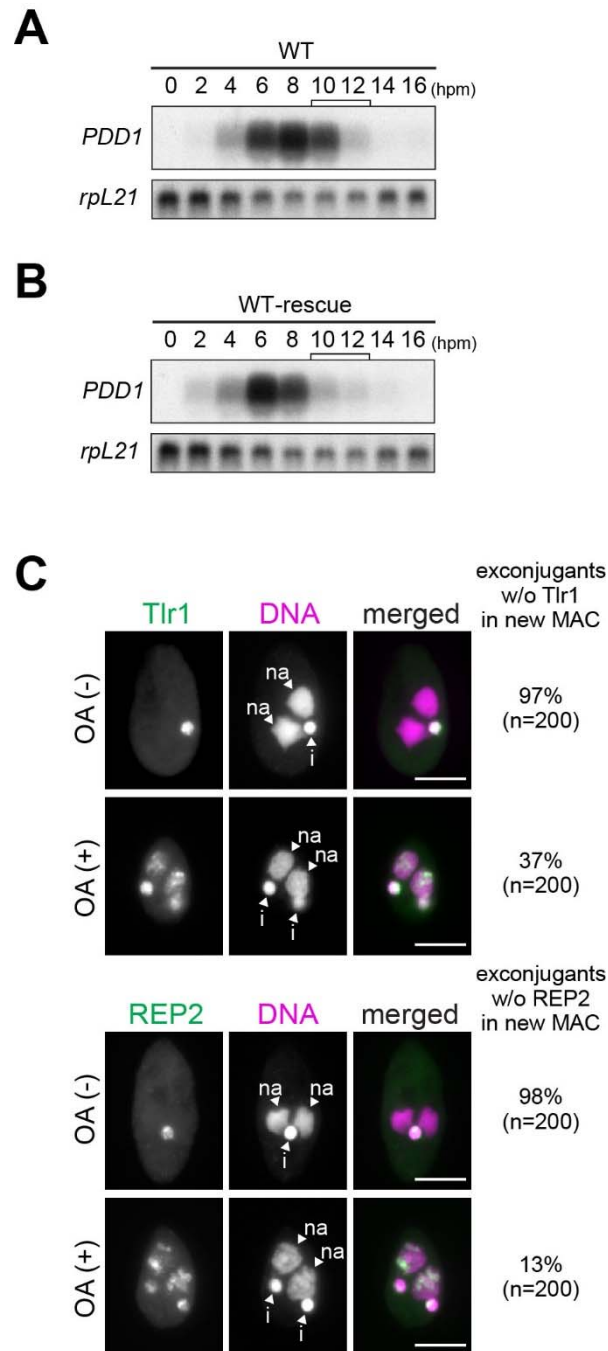

**Figure S4, related to Figure 4. Northern blot analyses of *PDD1* mRNA in wild-type and WT-rescue cells, and DNA FISH analyses in wild-type cells treated with a phosphatase inhibitor**

(A, B) *PDD1* mRNA from starved (0 hpm) or conjugating (2-16 hpm) wild-type (WT) (A) and WT-rescue (B) cells was analyzed by northern blot. Constitutively expressed *rpL21* was analyzed as a control. (C) (Left) Exconjugants from wild-type treated with or without Okadaic acid [OA (+) or OA (-)] at 36 hpm were hybridized with probes complementary to Tlr1 or REP2 (green). DNA was counter-stained with DAPI (magenta). Arrowheads indicate the MIC (i), new MAC (na). Scale bar represents 10  $\mu$ m. (Right) the average percentages of exconjugants that do not have Tlr1 or REP2 signal in the new MAC from 2 independent crosses (n=200) are shown.

# Figure S5

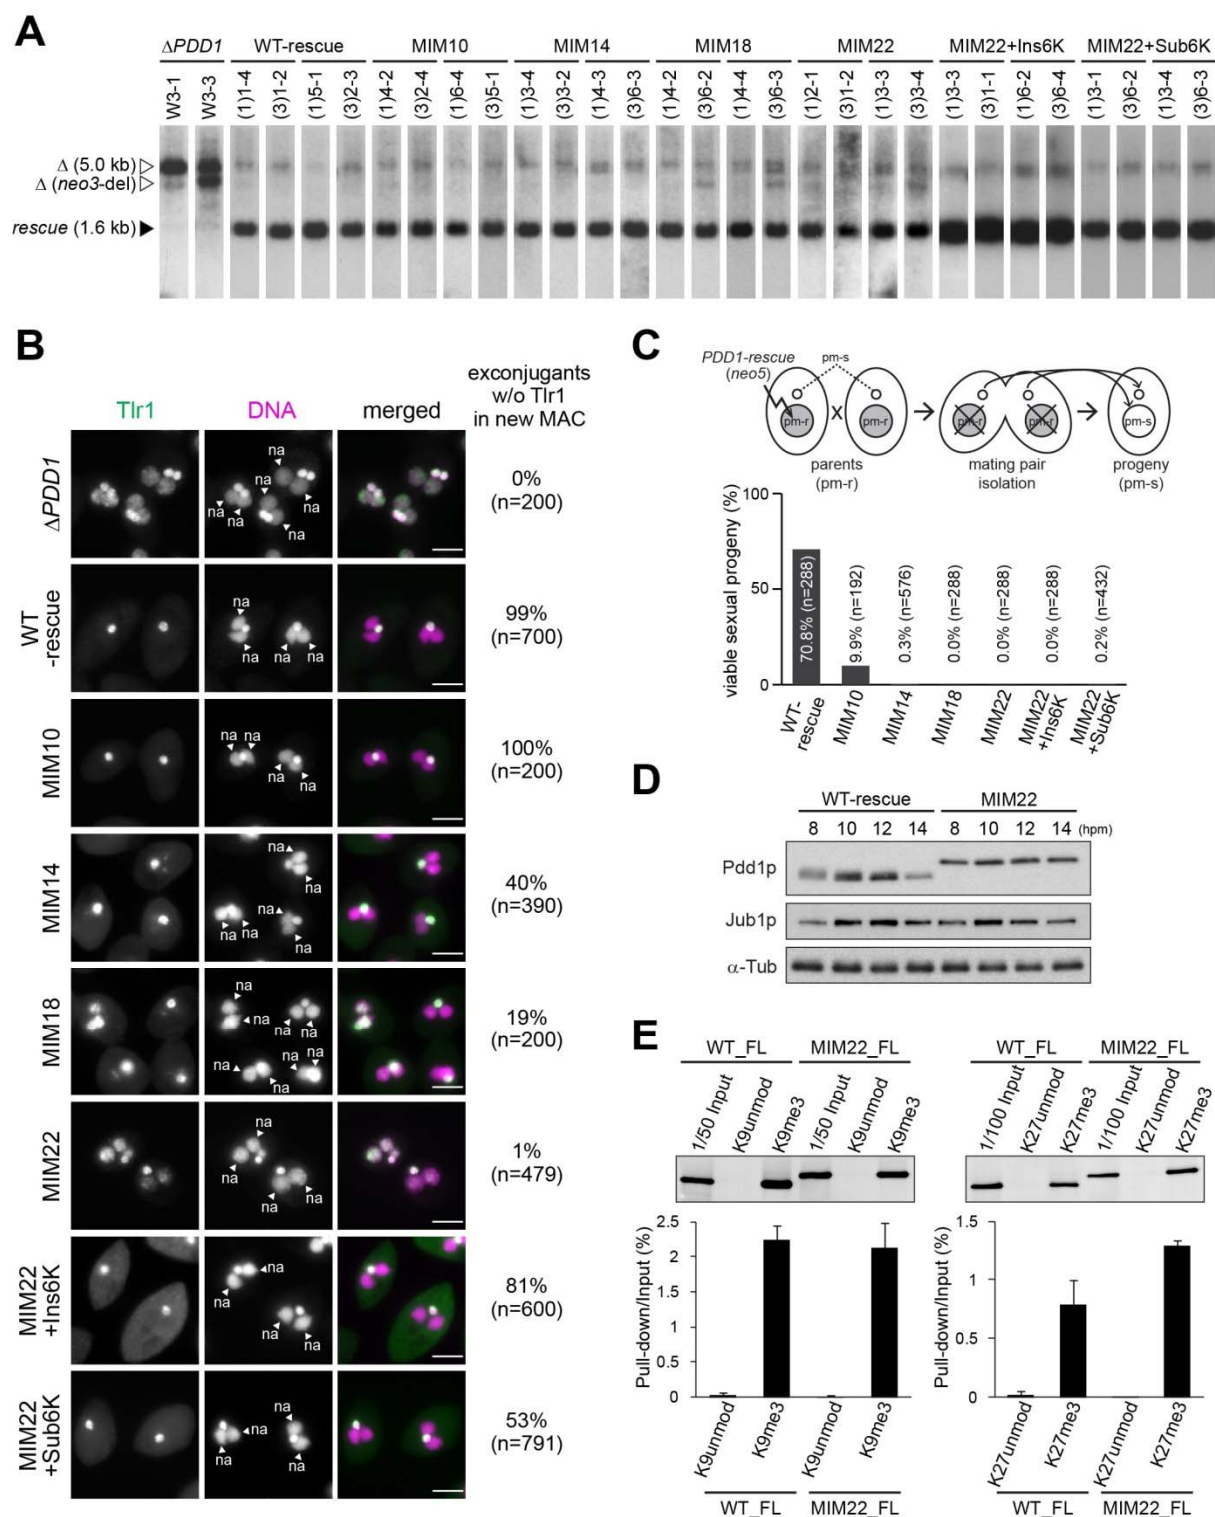

**Figure S5, related to Figure 5. In vivo and in vitro analyses of phosphor-mimic mutants of Pdd1p**

(A) Genomic DNA extracted from the rescued strains (two pairs in each rescue strain) was digested with BglII (indicated as “B” in Figure 5B), and the replacements were analyzed by southern blot using the probe depicted in Figure 5B. Background *PDD1* KO strains were also analyzed as a control. The loci from KO and *neo3*-deletion in the background strains are marked with open arrowheads with “Δ (5.0 kb)” and “Δ (*neo3*-del)” (Liu et al., 2005), respectively. The replaced loci (1.6 kb) are marked by filled arrowheads with “rescue”. (B) Exconjugants at 36 hpm from *PDD1* KO and rescued cells as indicated were hybridized with Tlr1 probe (green). DNA was counter-stained with DAPI (magenta). Arrowheads indicate new MACs (na). Scale bar represents 10 μm. The average percentages of exconjugants that did not show Tlr1 signals in the new MAC from more than 2 independent mating pairs are given. (C) Viability tests for the sexual progeny of the rescued cells. (Top) A schematic representation of the experimental design of the assay. The rescued cells (parents), which are paromomycin resistant (pm-r), were induced to conjugate. The mating pairs were isolated, and the pm sensitivity of the cells grown from the isolated mating pair was assessed. The progeny are pm sensitive (pm-s) in the absence of cadmium ions because the parental MAC carrying the *neo5* cassette is destroyed during conjugation (See Supplementary Experimental procedures for details). (Bottom) The average percentages of isolated mating pairs that produced pm-s progeny from more than 2 independent crosses are shown. (D) Proteins from WT-rescue and MIM22 cells during late conjugation (8-14 hpm) stages were analyzed by western blot with an anti-Pdd1p antibody and an anti-Jub1p antibody. The western blot using an anti-α-Tubulin (α-Tub) antibody is also shown as a control. (E) Histone peptide pull-down assay. MBP-tagged full-length recombinant Pdd1p (WT\_FL and MIM22\_FL) was pull-downed with beads coupled with peptide corresponding to N-terminal tail of histone H3, that contains unmodified or methylated Lys at 9 (K9unmod or K9me3), or at 27 (K27unmod or K27me3), and was analyzed by western blot using anti-MBP antibody (top). The mean value (±standard deviation) of enrichment relative to Input (Pull-down/Input) from 3 independent experiments is shown (bottom).

**Figure S6**

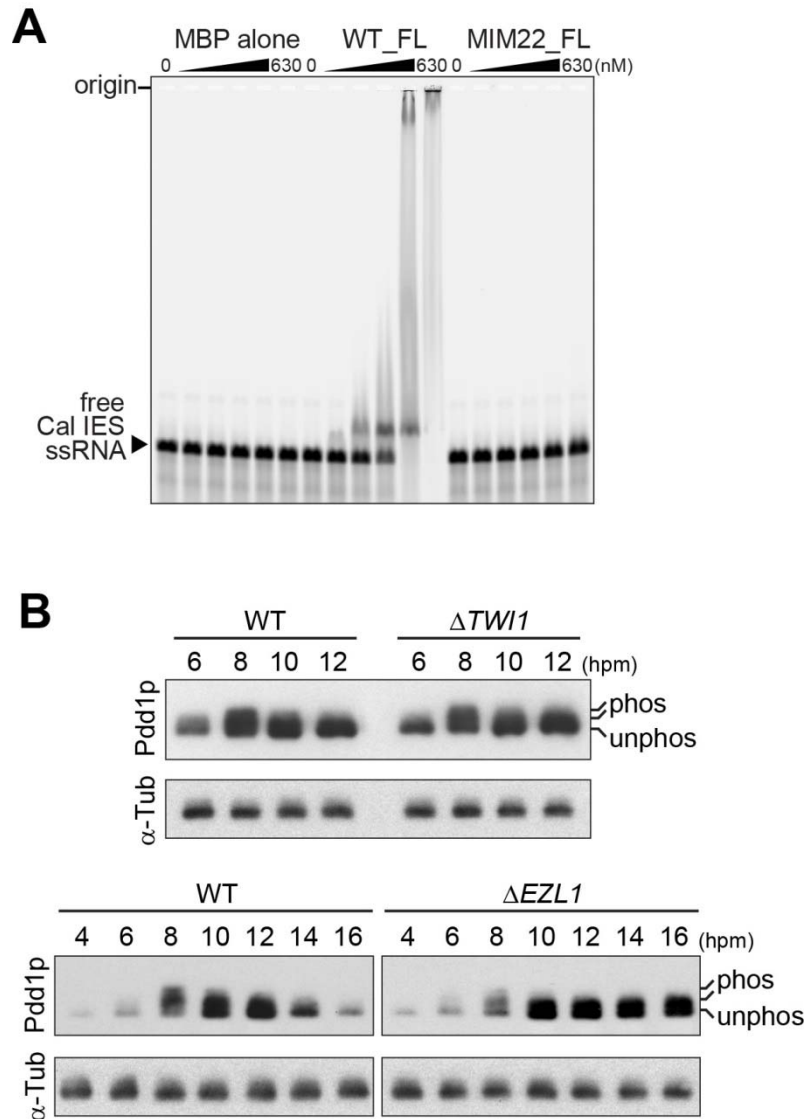

**Figure 6S, related to Figure 7. EMSA with Cal IES ssRNA and western blot analyses of Pdd1p phosphorylation in *TWI1* and *EZL1* KO cells**

(A) The 1,305-nt Cal IES ssRNA (10.4 nM) was titrated with a recombinant protein as indicated (0, 10.5, 52.5, 104, 420 and 630 nM) and analyzed by agarose gel electrophoresis. (B) Proteins from conjugating wild-type (WT), *TWI1* KO ( $\Delta TWI1$ ; 6-12 hpm) and *EZL1* KO ( $\Delta EZL1$ ; 4-16 hpm) cells were analyzed by western blot with an anti-Pdd1p antibody. Phosphorylated (phos) and unphosphorylated (unphos) Pdd1p are indicated.  $\alpha$ -Tubulin ( $\alpha$ -Tub) was analyzed as a control.

### Supplementary Data S1, related to Figure 1:

1. Nuclear events during the life cycle of *Tetrahymena thermophila* (related to Figure 1)
2. Summary of the protein localization screen (related to Figure 1)
3. Localizations of EGFP-tagged proteins (related to Figure 1): Cells expressing EGFP-tagged proteins (green), which were growing, starved or conjugating with wild-type cells, were fixed and DNA was stained with DAPI (magenta). For conjugation stages (E1-1~L3), see “1. Nuclear events during the life cycle of *Tetrahymena thermophila*”

### Supplemental Experimental Procedures

#### Strains and culture conditions

The wild-type *Tetrahymena thermophila* strains B2086, CU427, CU428 and SB1969 were provided by Dr. P. J. Bruns (Cornell University, USA). The *EZL1* KO strains, *PDD1-mCherry* strain and *TWI1* KO strains were described previously (Aronica et al., 2008; Kataoka et al., 2010; Noto et al., 2010). The germline *PDD1* KO strains (Motl and Chalker, 2011) were provided by Dr. Yifan Liu (University of Michigan, USA). Cells were grown in SPP medium (Gorovsky et al., 1975) containing 2% proteose peptone at 30°C overnight. To induce conjugation, exponentially growing cells ( $\sim 3\text{--}5 \times 10^5/\text{ml}$ ) of two different mating types were starved in 10 mM Tris-HCl (pH 7.5) at 30°C for 8–14 h and mixed for conjugation ( $7 \times 10^5/\text{ml}$ ) at 30°C.

#### Protein localization screen

The coding and 3' flanking sequences ( $\sim 0.5\text{--}1$  kb) of the target genes (listed in Supplementary Data S1) were amplified from the genomic DNA of the wild-type strain B2086 or CU428 by PCR using PrimeSTAR HS DNA polymerase (Takara) with the primers listed below. Targeting constructs were generated by connecting these genomic DNA fragments and an *EGFP-neo4* module, which was amplified from the plasmid pEGFP-neo4, by overlapping PCR using the primers 5'RACE Outer and 3'RACE Outer as previously described (Kataoka et al., 2010). The construct was introduced into the endogenous MAC locus of a wild-type strain (B2086 or CU428) by biolistic transformation as previously described (Cassidy-Hanley et al., 1997), and a partial replacement was performed by stepwise selection in increasing concentrations up to 25 mg/ml of paromomycin sulfate (pm, Sigma) in the presence of 1  $\mu\text{g}/\text{ml}$  CdCl<sub>2</sub>. These transgenic cells, which were in exponentially growing, starved and conjugating with a wild-type strain (B2086 or CU428) at 2, 4, 6, 8, 10, 12 and 14 hpm, were fixed with 10% formalin and 25% methanol in PBS at 4°C overnight. Localization of the EGFP-tagged proteins was observed in cells counter-stained with 10 ng/ml 4',6-Diamidino-2-phenylindole (DAPI), and the conjugating cells were categorized by their nuclear morphology according to the developmental stages (see Supplementary Data S1). To compare the localizations of the EGFP-tagged proteins and Pdd1p, cells expressing an EGFP-tagged protein were mated with *PDD1-mCherry* cells.

#### Primary antibodies

To generate an anti-Jub1p antibody, rabbits were immunized with a peptide (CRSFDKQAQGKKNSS) corresponding to amino acids 838–851 (underlined) of Jub1p (DDBJ/EMBL/GenBank EAS04546.2). The antibody was affinity purified with the peptide, dialyzed against PBS and used for all the analyses of Jub1p performed in this study. To generate an anti-Pdd1p antibody, a guinea pig was immunized with a peptide (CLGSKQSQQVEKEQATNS) corresponding to amino acids 315–332 (underlined) of Pdd1p (DDBJ/EMBL/GenBank XP\_001016207.1). The antibody was purified with protein A, dialyzed against PBS and used for all immunofluorescent staining analyses of Pdd1p and the western blot analysis shown in Figure S5D. For the other western blot analyses, immuno-DNA-FISH and ChIP-Seq, a rabbit anti-Pdd1p antibody (ab5338, Abcam) was used. The mouse anti-dsDNA antibody HYB331-01 (ab27156, Abcam) and rabbit antibodies anti-H3K9me3 (07-442, Merck Millipore) and anti-H3K27me3 (07-449, Merck Millipore) were used for immunofluorescent staining. The rabbit antibody anti-H3K4me3 (ab8580, Abcam) was used for immuno-DNA-FISH. The mouse anti-alpha-tubulin antibody 12G10 was obtained from the Developmental Studies Hybridoma Bank (University of Iowa, USA) and used for western blot analyses.

#### Immunofluorescent staining

Cells were fixed and processed as previously described (Loidl and Scherthan, 2004) with modifications. Briefly, cells were fixed with 10% formalin in 10 mM Tris-HCl (pH 7.5) at room temperature for 10 min. Subsequently, Triton X-100 was added (final concentration of 0.25%), and the cells were incubated at room temperature for 20 min. The fixed cells were resuspended in 10% formalin containing 3.4% sucrose and air-dried on Superfrost Ultra Plus slides (Thermo Scientific). For immunofluorescent staining, the fixed cells were incubated with the mouse 1:500 anti-dsDNA antibody, rabbit antibodies (1:1000 anti-Jub1p, 1:500 anti-H3K9me3 or 1:1000 anti-H3K27me3) or 1:1000 guinea pig anti-Pdd1p antibody at 4°C overnight and then incubated with secondary antibodies (1:1000 anti-mouse, anti-rabbit or anti-guinea pig IgG conjugated with Alexa-488, -568 or -647

[Invitrogen]) at room temperature for 2 h. They were then counter-stained with 40 ng/ml DAPI and observed using an epifluorescence microscope and a confocal laser scanning microscope.

#### **DNA-FISH and immuno-DNA-FISH**

Cells were fixed and processed as described above, and DNA-FISH was performed as previously described (Loidl and Scherthan, 2004). Cy3-labeled probes for Tlr1 and REP2 IESs were produced as previously described (Noto et al., 2010). For immuno-DNA-FISH, the fixed cells were first hybridized with a Cy3-labeled Tlr1 probe. Subsequently, immunofluorescent staining was performed with a rabbit primary antibody and with an anti-rabbit IgG secondary antibody conjugated with Alexa-488 (Invitrogen) as described above.

#### **Establishment of germ line *JUB1* KO strains**

To create the knockout construct for *JUB1*, 5' and 3' flanking regions of the *JUB1* gene were amplified by PCR using the primer sets 00237610\_KO5Fw/00237610\_KO5Rv and 00237610\_KO3Fw/3Am-00237610\_Rv, respectively (primer sequences are listed below). The pm-resistant cassette *neo4* was isolated from the pNeo4 plasmid (Mochizuki, 2008) by SmaI digestion. The PCR products and the *neo4* cassette were connected by overlapping PCR using the PCR Extender System (5 PRIME) with the primers 00237610\_KO5Fw and 3Am-00237610\_Rv. The resulting targeting construct was introduced into the MIC of mating cells (B2086 and CU428) by biolistic transformation as described previously (Cassidy-Hanley et al., 1997), and a heterozygous progeny was selected with pm and 6-methylpurine in the presence of 1 µg/ml CdCl<sub>2</sub>. To obtain heterozygous strains expressing different mating types, the heterozygous strain was mated with the wild-type strain CU427 or SB1969, and the heterozygous sexual progeny were selected with 0.1 mg/ml pm and 15 µg/ml cycloheximide in the presence of 1 µg/ml CdCl<sub>2</sub>. The resulting heterozygous strains were cultured for 10 passages without pm, and pm-sensitive (pm-s) heterozygous strains were isolated. The pm-s heterozygous cells expressing different mating types were mated, and the sexual progeny were selected with 0.1 mg/ml pm in the presence of 1 µg/ml CdCl<sub>2</sub>. The *JUB1* locus of the sexual progeny was amplified by PCR with the primers 00237610\_Fw9 and 3Am-00237610\_Rv, and complete homozygous KO strains were selected. The losses of the *JUB1* mRNA and Jub1p in the KO strains were confirmed by northern blot using a radiolabeled probe, which was generated from DNA amplified from cDNA by PCR with the primers 00237610\_Fw1 and 00237610\_Rv4 and by western blot analysis using the anti-Jub1p antibody.

#### **ChIP-Seq**

Nuclei from cells at 12 hpm were dissociated and stained with DAPI in TMSN buffer (0.25 M sucrose, 10 mM Tris-HCl pH 7.5, 10 mM MgCl<sub>2</sub>, 3 mM CaCl<sub>2</sub>, 0.016% NP-40, 1 mM PMSF, 1x complete proteinase inhibitor cocktail (Roche), 0.1 µg/ml DAPI) using a dounce homogenizer with 15 strokes. The nuclear fraction was collected by centrifugation at 4,500 g at 4°C for 5 min and then washed with TMSN buffer once and with TMSN(-) buffer (TMSN buffer without complete proteinase inhibitor cocktail) twice. The nuclei were fixed with 1.25 mg/ml Di(N-succinimidyl) glutarate (DSG) (Sigma) in PBSN buffer (PBS with 0.016% NP-40) at room temperature for 30 min, collected by centrifugation at 9,000 g at 4°C for 5 min, and washed with PBSN buffer twice. The DSG-fixed nuclei were re-fixed with 1% paraformaldehyde (Sigma) in PBSN buffer at room temperature for 10 min. The paraformaldehyde was quenched with 0.25 M glycine at room temperature for 5 min. The nuclei were washed with PBSN buffer containing 0.1 µg/ml DAPI twice and then with PBSN(+) buffer (PBSN with 1x complete proteinase inhibitor cocktail and 0.1 µg/ml DAPI) once, and the nuclear pellet was stored at -80°C. The nuclei were resuspended in PBSN(+), and the new MACs were collected according to their size and DAPI intensity using a FACSAria III (BD Biosciences). The purity of the collected new MACs was assessed by immuno-DNA-FISH using a Cy3-labeled probe against Tlr1 and an anti-Pdd1p antibody (Abcam) for wild-type, *JUB1* KO, WT-rescue and MIM22 cells or an anti-H3K4me3 (Abcam) antibody for *PDD1* KO cells: Tlr1-negative nuclei were counted as parental (old) MACs; Tlr1-positive, and Pdd1p- or H3K4me3-positive nuclei were counted as new MACs; Tlr1-positive but Pdd1p- or H3K4me3-negative nuclei were counted as MICs. Contamination of the parental MACs was rare (<2%), and most of the contaminants in our new MAC preparations were MICs. Chromatin immunoprecipitation was performed with the new MACs only when their purity was above 80%. Chromatin from the new MACs was sheared into 150-500 bp fragments (peak ~300 bp) in Sonication buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 0.1% SDS, 1x complete protease inhibitor cocktail, 1 mM PMSF) using a probe sonicator. For ChIP, 20 mg of Protein A Sepharose CL-4B beads (GE Healthcare) was washed with TE twice and with ChIP buffer (25 mM Tris-HCl pH 8.0, 167 mM NaCl, 5 mM EDTA, 0.05% SDS, 1% Triton X-100, 1x complete protease inhibitor cocktail, 1 mM PMSF) 3 times and was then pre-incubated with 90 µl of ChIP buffer containing 10 µl of 10 mg/ml BSA (NEB) (total ~200 µl suspension) at 4°C for 1 h. The fragmented chromatin from 2 million new MACs in Sonication buffer was diluted with an equal volume of 2x ChIP dilution buffer (334 mM NaCl, 2% Triton X-100, 1x complete protease inhibitor cocktail), adjusted to 1 ml with ChIP buffer and incubated with a 25 µl suspension of the beads at 4°C for 2 h for the pre-absorption. To couple an antibody to the beads, the 10 µl suspension of the beads pre-incubated with BSA was incubated with an antibody (50 µl anti-Jub1p or 5 µg anti-Pdd1p) in 0.5 ml of ChIP buffer at 4°C for 2 h and was then washed with ChIP buffer 3 times. The pre-absorbed chromatin was incubated with the antibody-coupled beads at 4°C overnight. The beads were washed once with Low-salt wash buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100) and

twice each with High-salt buffer (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), LiCl wash buffer (10 mM Tris-HCl pH 8.0, 0.25 M LiCl, 1 mM EDTA, 1% sodium deoxycholate, 1% NP-40) and TE. The immunoprecipitated chromatin was eluted with Elution buffer (0.1 M NaHCO<sub>3</sub>, 1% SDS). For cross-linking reversal, the NaCl concentration of the sample was adjusted to 200 mM, and the sample was incubated at 65°C for ~12 h. The DNA was extracted, and DNA libraries were generated from the immunoprecipitated DNA and 20 ng of the fragmented chromatin DNA without immunoprecipitation (Input) using the NEBNext DNA Library Prep Reagent Set for Illumina (NEB) and the KAPA Real-Time Library Amplification Kit (KAPA Biosystems). The libraries were sequenced using the HiSeq2000 platform (Illumina) with 50-nt single-end reads. The first 36 nucleotides of sequence from the reads were used in the downstream analyses. We obtained more than 18 million reads from the ChIP samples and more than 35 million reads from the Input samples that uniquely mapped to the draft MIC genome. 

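The number of reads by which each sample was scaled to RPM could be read from the deposited values, because each value was a whole multiple of that of 1 read. It ranged from 31.3 to 91.1 M over the 8 ChIP samples, with a median of 51.6 M, and from 35.6 to 115.8 M over the 6 input samples, with a median of 51.2 M. Of these reads, between 40563 and 151971 per ChIP sample and between 44453 and 205196 per input sample fell on the LMR locus, and between 2619844 and 9845240 per sample on the modeled IES. Reads on the LMR locus were few outside a small number of bins. The median bin held 0 to 2 reads in the ChIP samples and 5 to 23 reads in the input samples, so values of single bins were imprecise and enrichment was summed over IESs.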

The raw and processed sequence data sets have been deposited at the NCBI Gene Expression Omnibus ([www.ncbi.nih.gov/geo/](http://www.ncbi.nih.gov/geo/)) as GSE70083. The numbers of normalized sequence reads (RPMs) from the ChIP sample that mapped to each 100-bp bin were divided by the numbers of reads from the Input sample, and these normalized scores were mapped to a representative 100-kb MIC locus, the LMR, as previously described, (Schoeberl et al., 2012) and to a modeled IES consisting of the 5,606 predicted IESs that range from 1-5 kb in length along with their flanking sequences.

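The RPM values of ChIP and input samples were deposited separately, and the division by input was repeated from them. Bins of the LMR locus in which the input held no read have no ChIP over input value and were left out. They numbered 20 for WT input replicate 1, 21 for WT input replicate 2, 32 for *PDD1* KO, 81 for MIM22, 112 for WT-rescue and 115 for *JUB1* KO. Sums of ChIP and of input were taken before the division, which weights bins by their reads, and the mean of the bins' own ratios was kept as an alternative. With that mean, the LMR enrichment of Jub1p in *PDD1* KO cells was 1.6-fold in place of 2.2-fold, and that of Jub1p in WT-rescue cells 5.4-fold in place of 3.7-fold.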

### Genome-wide DNA elimination analysis

Nuclei from exconjugants at 36 hpm and from wild-type vegetative cells (B2086 and CU428) that were starved overnight at 30°C were stained with DAPI and dissociated as described in the ChIP-Seq procedures above. After the nuclear dissociation, the nuclear fraction was collected by centrifugation at 4,500 g at 4°C for 5 min, washed with TMSN(-) buffer without PMSF 3 times, and stored at -80°C. The nuclear fraction was resuspended in TMSN buffer containing 2 mM EDTA without PMSF, and the MICs from vegetative cells and the new MACs from exconjugants were collected according to their size and DAPI intensity using a FACSaria III (BD Biosciences). The purities of the collected new MAC and MIC samples were assessed by immunofluorescent staining using an anti-H3K4me3 antibody and DAPI staining: H3K4me3-negative nuclei were counted as MICs; H3K4me3-positive, DAPI-poor small nuclei were counted as new MACs; and H3K4me3-positive, DAPI-rich large nuclei were counted as parental MACs. The purity of the MIC sample was >98%, and the rare contamination was from fragmented MACs. Contamination of the parental MACs in the isolated new MAC sample was rare (<1%), and most of the contaminants in our new MAC preparations were MICs. Genomic DNA libraries were constructed from the MIC samples and the new MAC samples only when the purity was above 90%. Genomic DNAs were extracted from the MICs and the new MACs and sonicated into ~250 bp fragments. Genomic DNA libraries were generated from 20 ng of the fragmented DNA using the NEBNext DNA Library Prep Reagent Set for Illumina (NEB) and the KAPA Real-Time Library Amplification Kit (KAPA Biosystems). The libraries were sequenced using the HiSeq2000 platform with 50-nt single-end reads. The first 36 nucleotides of the sequence of reads were used in the downstream analyses. We obtained more than 48 million reads that uniquely mapped to the draft MIC genome. The raw and processed sequence data sets have been deposited at the NCBI Gene Expression Omnibus ([www.ncbi.nih.gov/geo/](http://www.ncbi.nih.gov/geo/)) as GSE70083. Of the 8,752 previously predicted IESs (Schoeberl et al., 2012), 8,074 are longer than 300 nt and contain more than 100-nt A/C/G/T bases that were used to map the sequence reads. The numbers of normalized sequence reads (RPMs) from the purified new MACs that mapped to each IES were calculated and divided by the average numbers of reads from the purified, wild-type-derived MICs (from B2086 and CU428) that mapped to the corresponding IES to give the Retention Indexes (RIs) of the IESs.

### Viability test for sexual progeny

To introduce a drug resistance marker into the MAC of the *JUB1* KO strains to distinguish sexual progeny from parental cells, the 5' and 3' flanking regions of the non-essential *BTU1* gene were amplified from wild-type genomic DNA using the primer sets BTU1\_5Fw/BTU1\_5bsrRv and BTU1\_3bsrFw/BTU1\_3Rv, respectively (primer sequences are listed below). The Blasticidin S (bs)-resistance marker cassette *bsr*, which consists of the *HHF1* promoter followed by the bs resistance gene and the *BTU2* 3' UTR (Iwamoto et al., 2009), was amplified from the pBla1 plasmid (a gift from Dr. Masaaki Iwamoto and Dr. Tokuko Haraguchi, KARC, NICT, Japan) with T3 and T7 primers. These PCR products, the 5' and 3' flanking regions of *BTU1* and *bsr*, were connected by overlapping PCR with the primers BTU1\_5Fw and BTU1\_3Rv. The resulting targeting construct was introduced into the MAC of wild-type (B2086 and CU428) and *JUB1* KO strains by biolistic transformation as previously described (Cassidy-Hanley et al., 1997). The targeted loci were replaced into the transgene by stepwise selection with increasing concentrations of bs (0.3-10 mg/ml, Invivogen) in the absence of CdCl<sub>2</sub>. The partial assortment was confirmed by genomic PCR using the primer set BTU1\_5Fw/BTU1\_3Rv. Conjugation of the transformants was induced, and 192 conjugating pairs were isolated in SPP medium at 8 hpm. The cells grown from the isolated pairs were examined for their resistance to 0.3 mg/ml bs in SPP medium, and the bs-sensitive cells were determined as sexual progeny. For the phosphor-mimic mutants, conjugating pairs were isolated from each mating cross at 8 hpm in SPP medium, and the cells that grew were examined for their resistance to 0.5 mg/ml pm in SPP medium without CdCl<sub>2</sub>. The parental cells were pm-resistant under this condition (without cadmium ions), and the pm-sensitive cells were determined as sexual progeny.

### Dephosphorylation of Pdd1p for western blots

Wild-type cells (B2086 and CU428) at 10 hpm and *JUB1* KO cells at 16 hpm were lysed by sonication in 20 mM Tris-HCl pH 7.5, 100 mM NaCl, 2 mM MgCl<sub>2</sub>, 2 mM CaCl<sub>2</sub>, 0.1% Tween-20, 0.05 mM PMSF and 1x complete protease inhibitor cocktail (Roche). Pre-cleared lysate was incubated with or without 0.15 U/μl FastAP (Thermo Scientific) at 37°C for 20 min. An equal volume of 2x SDS sample buffer was added to the lysate, which was then incubated at 95°C for 10 min and analyzed by western blotting with a rabbit anti-Pdd1p antibody (Abcam).

### Phosphatase inhibitor treatment

Okadaic acid (495604, Merck Millipore) was dissolved in DMSO (1 mM). Conjugating wild-type cells (B2086 and CU428) were incubated from 7.5 hpm with 10 μM Okadaic acid in 10 mM Tris-HCl (pH 7.5) at 30°C. As a control, the cells were treated with the same amount of DMSO without Okadaic acid.

### Identification of Pdd1p phosphorylation sites

Conjugating wild-type cells (B2086 and CU428) (5.6x 10<sup>7</sup>) at 8 hpm were lysed by sonication in 20 mM Tris-HCl pH 7.5, 100 mM NaCl, 2 mM MgCl<sub>2</sub>, 2 mM CaCl<sub>2</sub>, 0.1% Tween-20, 0.05 mM PMSF, 1.25x complete protease inhibitor cocktail (Roche) and 2x PhosSTOP phosphatase inhibitor cocktail (Roche), and the lysate was cleared by centrifugation at 20,000 g at 4°C for 30 min. To immunoprecipitate Pdd1p, a 100 μl suspension of Affi-Prep Protein A Support beads (Bio-Rad) were incubated with 28.5 μg of anti-Pdd1p antibody (Abcam) at 4°C overnight in PBST (PBS containing 0.04% Triton X-100) and washed 3 times each with PBST and with 0.2 M sodium borate pH 9.2. The antibody was cross-linked to the beads by incubating with 20 mM DMP (dimethyl pimelimidate dihydrochloride) in 0.2 M sodium borate pH 9.2 at room temperature for 30 min, and the beads were washed twice each with 0.2 M Tris-HCl pH 8.0 and with PBST. To remove uncross-linked antibody, the beads were washed twice with 0.1 M glycine pH 2.0 followed by washing with PBST three times. The beads were incubated with the pre-cleaned lysate at 4°C for 4.5 h and washed eight times with Washing buffer (20 mM Tris-HCl pH 7.5, 500 mM NaCl, 2 mM MgCl<sub>2</sub>, 2 mM CaCl<sub>2</sub>, 1% Triton X-100), three times with Washing buffer without Triton X-100 and once with 150 mM NaCl. The immunopurified Pdd1p was eluted with 0.1 M glycine pH 2. After adjusting the pH to 8, the immunoprecipitated Pdd1p was digested with trypsin, chymotrypsin or subtilisin. The digested peptides were analyzed by an LTQ Orbitrap XL mass spectrometer (Thermo Scientific) coupled with the UltiMate 3000 HPLC system (Dionex). The resulting molecular masses were searched against the Pdd1p sequence using Mascot (Matrix Science) with the additional mass of phosphorylation. The tandem mass spectra showing Mascot scores >10 and those showing Mascot scores from 5-9 and probability >90% as analyzed by phosphoRS (Taus et al., 2011) were selected for phosphorylation site assignment.

### Phosphor-mimic *PDD1* mutant strains

To create a plasmid backbone for the rescue construct, the 5' and 3' flanking regions of the *PDD1* gene were amplified from CU428 genomic DNA by PCR with the primer sets BX-5FNK\_PDD1\_FwL/SSB-5FNK\_PDD1\_Rv and SSS-3FNK\_PDD1\_Fw/KX-3FNK\_PDD1\_RvL, respectively (primer sequences are listed below). These two PCR products were connected by overlapping PCR using the primers BX-5FNK\_PDD1\_FwL and KX-3FNK\_PDD1\_RvL, digested with BlnI and KpnI and inserted into the SpeI and KpnI sites of pBluescript SK(+). The pm resistance cassette *neo5* flanked by loxP sequences (Busch et al., 2010) was inserted into the plasmid at the SalI and SmaI sites followed by the insertion of the *PDD1* 3' UTR, which was amplified from CU428 genomic DNA by PCR using the primer set SpeI-PDD1\_3UTR\_Fw/SalI-PDD1\_3UTR\_Rv, at the SpeI and SalI sites. The resulting plasmid backbone was named pPPLNP1 (see below for the sequence). *PDD1* coding sequences were amplified from CU428 genomic DNA for the *WT-rescue* construct or amplified from synthesized DNA for the phosphor-mimic mutants *MIM10*, *14*, *18* and *22* (Genscript) and for the positive charge-added mutants *MIM22+Ins6K* and *MIM22+Sub6K* (Genscript) by PCR with the primer set BamHI-PDD1ORF\_Fw/SpeI-PDD1ORF\_Rv2. The sequences of *MIM10*, *MIM14*, *MIM18*, *MIM22*, *MIM22+Ins6K* and *MIM22+Sub6K* are listed below. The PCR products were inserted into the pPPLNP plasmid at the BamHI and SpeI sites. The resulting plasmids containing the targeting constructs were linearized by XhoI and transformed into the MACs of *PDD1* KO strains by biolistic transformation as previously described (Cassidy-Hanley et al., 1997). *PDD1* KO loci in the MAC were replaced almost completely by the transgene through stepwise selection with increasing concentrations of pm (0.5-60 mg/ml) in the absence of CdCl<sub>2</sub>. The replacement was analyzed by southern blot in which genomic DNA from isolated transformants was digested with BglII and hybridized to a radiolabeled probe that was produced from wild-type genomic DNA amplified by PCR with the primers BX-5FNK\_PDD1\_FwL and SSB-5FNK\_PDD1\_Rv. The expression of *PDD1* mRNA in wild-type and WT-rescue cells was analyzed by northern blot using a radio-labeled probe that was generated from wild-type genomic DNA amplified by PCR with the primers 5Am-Pdd1\_Fw and SpeI-PDD1ORF\_Rv2.

### Recombinant proteins

Full-length wild-type *PDD1*, *MIM14*, *MIM22* and *MIM22+Ins6K* genes that were codon-optimized for *E. coli* expression and named *opt.WT\_FL*, *opt.MIM14\_FL*, *opt.MIM22\_FL* and *opt.MIM22+Ins6K\_FL*, respectively,

were synthesized (Genscript and IDT). The sequences are listed below. Amplified DNA corresponding to the *PDD1* mutants *opt.W50A/W53A\_FL* and *opt.I456D\_FL* were produced from *opt.WT\_FL* by PCR. For *opt.I456D\_FL*, the primer set EcoRI-*opt.PDD1\_Fw*/PstI-TGA-*opt.PDD1\_I478D\_RvMAL* was used (primer sequences are listed below). For *opt.W50A/W53A\_FL*, two DNA fragments were first amplified from *opt.WT\_FL* with the primer sets EcoRI-*opt.PDD1\_Fw*/*opt.PDD1\_W72,75A\_Rv1* and *opt.PDD1\_W72,75A\_Fw1*/PstI-TGA-*opt.PDD1\_Rv2*. These fragments were connected by overlapping PCR with the primer set EcoRI-*opt.PDD1\_Fw*/PstI-TGA-*opt.PDD1\_Rv2*. Amplified DNA corresponding to the hinge regions of wild-type Pdd1p, *opt.WT\_HNG1*: 78-188 aa and *opt.WT\_HNG2*: 226-397 aa, were produced from *opt.WT\_FL* by PCR with the primer sets ERI-*opt.PDD1\_HNG1\_Fw*/PstI-TGA-*opt.PDD1\_HNG1\_Rv* and ERI-*opt.PDD1\_HNG2\_Fw*/PstI-TGA-*opt.PDD1\_HNG2\_Rv*. For the MBP-fusion proteins, *opt.WT\_FL*, *opt.WT\_HNG1*, *opt.WT\_HNG2*, *opt.MIM14\_FL*, *opt.MIM22\_FL*, *opt.MIM22+Ins6K\_FL*, *opt.W50A/W53A\_FL* and *opt.I456D\_FL* were cloned into the EcoRI and PstI sites of pMAL-c2X (NEB). To express MBP alone, a stop codon-containing sequence (5'-TGAGCATAACGTGCCTTGC-3') was inserted into the EcoRI and PstI sites of pMAL-c2X. For the GST-fusion proteins, *opt.WT\_FL* and *opt.MIM22\_FL* were amplified by PCR with the primer sets EcoRI-*opt.PDD1\_Fw*pGEX/XhoI-*opt.PDD1\_RvpGEX* and ERI-*opt.MIM22\_Fw*GEX/XhoI-*opt.MIM22\_RvGEX*, respectively, and cloned into the EcoRI and XhoI sites of a variant of pGEX-4T-1 containing a TEV cleavable site between an N-terminal GST tag and the protein coding sequence (pGEX-4T-1-TEV, a gift from Dr. Tim Clausen, IMP, Austria). For GST alone, empty pGEX-4T-1-TEV was used. All recombinant proteins were expressed in the *E. coli* strain BL21 (DE3). Bacterial cultures were grown at 37°C in LB with ampicillin to an OD600 of ~0.8. The cultures were cooled on ice for 20 min, and protein expression was induced with 0.5 mM IPTG at 18°C overnight. The recombinant proteins were purified as described previously (Woehrer et al., 2015), dialyzed against Interaction buffer (20 mM HEPES-NaOH pH 7.5, 100 mM KCl, 1 mM EDTA, 0.1 mM DTT, 10% glycerol) at 4°C overnight, and stored at -80°C. The protein concentrations were estimated by SDS-PAGE followed by PageBlue staining (Thermo Scientific) using BSA (NEB) as a reference.

### Histone peptide pull-down assay

Biotinylated Peptides corresponding to the N-terminal tail of *Tetrahymena* histone H3 (K9unmod: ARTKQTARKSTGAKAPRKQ, K9me3: ARTKQTAR[Kme3]STGAKAPRKQ, K27unmod: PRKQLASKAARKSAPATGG and K27me3: PRKQLASKAAR[Kme3]SAPATGG) were synthesized as described (Vogt and Mochizuki, 2013). Peptide (4 nmol) was incubated with 20 µl (bed volume) of Dynabeads M-280 Streptavidin (Invitrogen) in PBS at room temperature for 3 h and excess peptide was washed-out with PBS containing 0.1% Tween-20. The peptide-coupled beads were pre-incubated with Interaction buffer (20 mM HEPES-NaOH pH 7.5, 1 mM EDTA, 0.1 mM DTT, 10% glycerol, and KCl at 400 mM for K27 peptides or 500 mM for K9 peptides) containing 5% BSA at 4°C for 1 h. Recombinantly expressed MBP-WT\_FL or MBP-MIM22\_FL (30 pmol) was incubated with the beads in 300 µl Interaction buffer (with corresponding KCl concentration) containing 2.5% BSA at 4°C overnight. The beads were washed with Washing buffer (20 mM HEPES-NaOH pH 7.5, 1 mM EDTA, 0.1% Tween-20, and KCl at 400 mM for K27 peptides or 500 mM for K9 peptides) at room temperature 6 times for 10 min each. The bound protein was eluted with 1x SDS-PAGE sample buffer by incubation at 95°C for 10 min, resolved in 8% SDS-PAGE gel and analyzed by western blot using anti-MBP primary antibody (NEB) and anti-rabbit IgG secondary antibody conjugated with IRDye 800CW (LI-COR). The images were quantified by Odyssey CLx (LI-COR). The mean value of enrichment relative to corresponding input and the standard deviation of the mean were calculated from 3 independent experiments.

### GST pull-down assays

GST and MBP fusion proteins (350 pmol each) were mixed, and the volume was adjusted to 400 µl with Interaction buffer (20 mM HEPES-NaOH pH 7.5, 100 mM KCl, 1 mM EDTA, 0.1 mM DTT, 10% glycerol). GST pull-down buffer (933.3 µl) (20 mM Tris pH 7.5, 100 mM NaCl, 0.1 mM EDTA, 0.1% Triton X-100) was added, and the proteins were incubated at 4°C for 1 h. The protein complex containing the GST-tag was affinity purified by incubation with a 20 µl suspension of Glutathione Sepharose 4B beads (GE-Healthcare) at 4°C for 1 h followed by four washes with GST pull-down buffer at 4°C. The protein was eluted from the beads by incubation with 25 µl of 1x SDS PAGE buffer at 95°C for 10 min ("GST pull-down" sample). Then, 17.5 pmol (1/20) of the input samples and 10 µl of the GST pull-down samples were analyzed by SDS-PAGE followed by PageBlue staining (Thermo Scientific).

### EMSA

To produce EGFP ssRNA (723 nt) and Cal IES ssRNA (1305 nt) as substrates for EMSA, DNA templates containing the T7 promoter were generated from the plasmids pEGFP-neo4 (Kataoka et al., 2010) and pCaM\_MDS-IES, which contains the Cal IES sequence from the B2086 wild-type strain (see below for the sequence), by PCR using PrimeSTAR HS DNA polymerase and the primer sets T7-*opt.EGFP\_Fw1*/*opt.EGFP\_Rv1* and T7-CaM-IES\_Fw1/CaM-IES\_Rv1, respectively (primer sequences are listed below). The PCR products were purified with the QIAquick PCR Purification Kit (Qiagen) and Illustra MicroSpin S-400 HR Columns (GE Healthcare). In vitro transcription was performed on the PCR products using the

MEGAscript T7 transcription kit (Ambion) according to the manufacturer's instructions. To label the RNA, 1.9 mM fluorescein-12 UTP (Roche) and 5.6 mM non-labeled UTP were used in the reaction. The reaction (20  $\mu$ l) was carried out at 37°C for 3 h followed by incubation with 1  $\mu$ l of TURBO DNase (Ambion) at 37°C for 15 min. The labeled RNAs were purified by phenol-chloroform-isoamyl alcohol extraction followed by isopropanol precipitation. The RNAs were dissolved in nuclease-free water, and the unincorporated nucleotides were removed using mini Quick Spin RNA columns (Roche). EMSAs were performed as described previously (Keller et al., 2012) with modifications. Two microliters containing the desired amount (0.125-7.5 pmol) of protein dialyzed against Interaction buffer was incubated with 8  $\mu$ l of EMSA buffer (20 mM HEPES-NaOH pH7.5, 100 mM KCl, 0.05% NP-40) at room temperature for 10 min. Two microliters of fluorescein-labeled *EGFP* ssRNA or Cal IES ssRNA (125 fmol) was added as a substrate and the mixture was incubated at room temperature for 30 min, and the samples were analyzed by 1x TBE agarose (0.5% for the FL and 1% for the HNG1 and HNG2 proteins) gel electrophoresis. Fluorescently labeled RNA was detected using a Typhoon Trio imaging system (GE Healthcare) and quantified with ImageQuant TL (GE Healthcare). The mean dissociation constant ( $K_d$ ) and the standard deviation of the mean were calculated from more than 2 independent experiments.

## Primers used for C-terminal EGFP tagging constructs

### a) Primers to amplify coding and 3' flanking regions

Overlapping and adapter sequences are underlined and dotted underlined, respectively.

## b) Primers for the overlapping PCR

## Primers used for the other experiments

### A map and the sequence of pPPLNP1

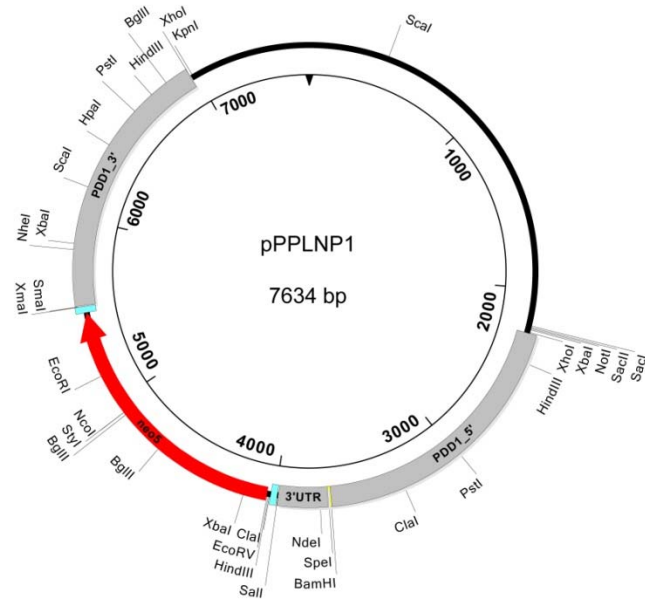[illegible]

Phosphor-mimic *PDD1* genes for in vivo analyses

>MIM10  
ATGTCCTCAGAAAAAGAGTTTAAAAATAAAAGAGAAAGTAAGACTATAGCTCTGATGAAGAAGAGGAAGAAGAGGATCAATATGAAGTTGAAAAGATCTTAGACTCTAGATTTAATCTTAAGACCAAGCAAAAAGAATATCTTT  
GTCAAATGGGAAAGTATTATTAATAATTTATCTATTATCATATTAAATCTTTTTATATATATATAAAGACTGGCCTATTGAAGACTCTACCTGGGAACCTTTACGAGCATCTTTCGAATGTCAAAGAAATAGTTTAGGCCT  
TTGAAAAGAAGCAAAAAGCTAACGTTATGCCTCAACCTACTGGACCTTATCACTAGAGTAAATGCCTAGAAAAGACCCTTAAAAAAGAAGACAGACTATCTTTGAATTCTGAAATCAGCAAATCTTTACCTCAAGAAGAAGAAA  
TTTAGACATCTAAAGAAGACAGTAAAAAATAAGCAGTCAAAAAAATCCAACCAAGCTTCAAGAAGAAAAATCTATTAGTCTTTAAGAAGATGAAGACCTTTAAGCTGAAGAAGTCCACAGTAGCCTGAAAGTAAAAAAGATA  
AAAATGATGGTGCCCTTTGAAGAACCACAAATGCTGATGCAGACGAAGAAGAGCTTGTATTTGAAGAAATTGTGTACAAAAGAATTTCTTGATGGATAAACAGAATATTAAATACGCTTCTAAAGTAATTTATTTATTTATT  
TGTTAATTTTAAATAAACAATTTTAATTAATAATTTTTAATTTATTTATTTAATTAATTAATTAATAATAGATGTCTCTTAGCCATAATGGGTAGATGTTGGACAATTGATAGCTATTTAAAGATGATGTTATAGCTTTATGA  
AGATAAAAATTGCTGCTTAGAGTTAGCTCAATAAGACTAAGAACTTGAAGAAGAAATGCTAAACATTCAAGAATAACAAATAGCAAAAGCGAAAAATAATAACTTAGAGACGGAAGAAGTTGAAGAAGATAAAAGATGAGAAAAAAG  
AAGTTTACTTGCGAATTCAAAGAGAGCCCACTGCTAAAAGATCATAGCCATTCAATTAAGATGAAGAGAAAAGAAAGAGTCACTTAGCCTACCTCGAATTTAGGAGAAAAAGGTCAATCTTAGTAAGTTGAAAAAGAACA  
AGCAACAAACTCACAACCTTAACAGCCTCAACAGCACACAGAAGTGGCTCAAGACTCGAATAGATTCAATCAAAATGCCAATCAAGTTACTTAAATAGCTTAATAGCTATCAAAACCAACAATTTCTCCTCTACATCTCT  
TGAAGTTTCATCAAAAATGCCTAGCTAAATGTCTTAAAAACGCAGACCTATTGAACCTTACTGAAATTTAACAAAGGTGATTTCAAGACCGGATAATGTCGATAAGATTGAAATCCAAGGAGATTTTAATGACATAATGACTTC  
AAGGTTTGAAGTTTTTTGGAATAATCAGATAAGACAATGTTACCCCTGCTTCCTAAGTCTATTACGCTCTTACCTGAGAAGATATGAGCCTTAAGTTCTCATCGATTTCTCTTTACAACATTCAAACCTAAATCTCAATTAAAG  
ACAAGCTAATTATAACTTACTCATTGA

Intron 155..210, 688..776

>MIM14  
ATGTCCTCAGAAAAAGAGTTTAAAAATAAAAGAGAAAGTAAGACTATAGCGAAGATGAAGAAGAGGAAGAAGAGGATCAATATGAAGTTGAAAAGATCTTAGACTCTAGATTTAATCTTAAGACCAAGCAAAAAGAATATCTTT  
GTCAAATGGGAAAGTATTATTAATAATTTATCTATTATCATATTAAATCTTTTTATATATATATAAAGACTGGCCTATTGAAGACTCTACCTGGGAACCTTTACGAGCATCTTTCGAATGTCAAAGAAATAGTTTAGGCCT  
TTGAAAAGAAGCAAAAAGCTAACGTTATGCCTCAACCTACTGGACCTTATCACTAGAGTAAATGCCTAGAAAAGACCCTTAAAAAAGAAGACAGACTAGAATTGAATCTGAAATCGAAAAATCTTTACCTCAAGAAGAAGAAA  
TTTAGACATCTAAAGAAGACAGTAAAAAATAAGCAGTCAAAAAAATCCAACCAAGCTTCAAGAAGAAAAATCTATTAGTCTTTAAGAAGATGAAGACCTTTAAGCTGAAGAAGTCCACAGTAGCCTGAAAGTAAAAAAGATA  
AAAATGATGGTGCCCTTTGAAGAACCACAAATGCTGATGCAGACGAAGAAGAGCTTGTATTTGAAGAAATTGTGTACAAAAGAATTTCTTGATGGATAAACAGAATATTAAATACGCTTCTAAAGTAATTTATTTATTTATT  
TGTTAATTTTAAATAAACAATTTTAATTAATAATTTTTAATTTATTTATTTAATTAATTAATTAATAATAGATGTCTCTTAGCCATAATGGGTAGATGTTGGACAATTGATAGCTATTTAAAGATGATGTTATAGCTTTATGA  
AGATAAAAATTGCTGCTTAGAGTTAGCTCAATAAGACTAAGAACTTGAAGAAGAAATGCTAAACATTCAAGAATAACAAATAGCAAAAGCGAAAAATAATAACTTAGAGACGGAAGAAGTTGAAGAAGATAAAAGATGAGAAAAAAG  
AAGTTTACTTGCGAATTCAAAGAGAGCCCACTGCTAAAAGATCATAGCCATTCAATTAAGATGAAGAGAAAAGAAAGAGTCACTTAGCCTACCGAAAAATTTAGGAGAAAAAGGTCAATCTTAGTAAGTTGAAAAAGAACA  
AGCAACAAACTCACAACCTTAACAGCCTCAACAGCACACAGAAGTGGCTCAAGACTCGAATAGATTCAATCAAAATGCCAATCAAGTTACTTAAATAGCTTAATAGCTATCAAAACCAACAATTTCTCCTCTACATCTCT  
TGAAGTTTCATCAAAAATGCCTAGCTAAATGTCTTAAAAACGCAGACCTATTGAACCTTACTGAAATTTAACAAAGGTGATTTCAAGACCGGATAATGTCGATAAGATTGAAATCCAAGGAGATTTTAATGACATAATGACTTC  
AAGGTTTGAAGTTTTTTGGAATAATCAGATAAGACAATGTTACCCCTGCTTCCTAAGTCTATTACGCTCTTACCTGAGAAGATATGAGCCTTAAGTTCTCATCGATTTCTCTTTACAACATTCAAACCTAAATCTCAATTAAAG  
ACAAGCTAATTATAACTTACTCATTGA

Intron 155..210, 688..776

>MIM18  
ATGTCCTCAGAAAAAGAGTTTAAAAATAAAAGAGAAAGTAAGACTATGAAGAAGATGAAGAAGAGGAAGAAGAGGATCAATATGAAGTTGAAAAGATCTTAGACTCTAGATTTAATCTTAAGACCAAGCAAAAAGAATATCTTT  
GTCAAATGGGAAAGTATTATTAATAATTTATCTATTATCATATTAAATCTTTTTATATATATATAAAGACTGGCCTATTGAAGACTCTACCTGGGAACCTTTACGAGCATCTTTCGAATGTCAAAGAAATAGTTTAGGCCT  
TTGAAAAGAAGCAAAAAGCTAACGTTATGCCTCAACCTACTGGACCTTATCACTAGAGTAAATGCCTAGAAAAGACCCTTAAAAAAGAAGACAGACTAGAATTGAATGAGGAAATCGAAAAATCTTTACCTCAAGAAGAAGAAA  
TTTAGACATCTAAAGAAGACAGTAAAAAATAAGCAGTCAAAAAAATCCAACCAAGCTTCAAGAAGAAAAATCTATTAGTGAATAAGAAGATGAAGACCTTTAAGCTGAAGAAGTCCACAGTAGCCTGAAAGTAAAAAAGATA  
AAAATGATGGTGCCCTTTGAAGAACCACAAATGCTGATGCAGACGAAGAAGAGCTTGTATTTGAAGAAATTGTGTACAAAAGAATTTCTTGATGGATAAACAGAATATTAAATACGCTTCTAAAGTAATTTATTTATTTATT  
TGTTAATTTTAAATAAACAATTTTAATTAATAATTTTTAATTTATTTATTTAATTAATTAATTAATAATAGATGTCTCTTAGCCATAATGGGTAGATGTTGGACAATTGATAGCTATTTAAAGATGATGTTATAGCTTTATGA  
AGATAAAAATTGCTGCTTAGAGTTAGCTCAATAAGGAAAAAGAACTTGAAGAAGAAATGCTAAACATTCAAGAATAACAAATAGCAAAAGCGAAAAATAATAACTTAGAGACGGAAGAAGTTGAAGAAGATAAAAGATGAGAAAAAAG  
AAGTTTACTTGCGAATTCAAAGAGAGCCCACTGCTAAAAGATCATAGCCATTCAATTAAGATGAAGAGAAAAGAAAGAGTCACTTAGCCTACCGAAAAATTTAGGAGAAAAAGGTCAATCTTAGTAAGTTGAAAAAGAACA  
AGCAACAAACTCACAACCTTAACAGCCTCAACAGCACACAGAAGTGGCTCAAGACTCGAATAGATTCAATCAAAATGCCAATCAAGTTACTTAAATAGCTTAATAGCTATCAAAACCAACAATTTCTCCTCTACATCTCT  
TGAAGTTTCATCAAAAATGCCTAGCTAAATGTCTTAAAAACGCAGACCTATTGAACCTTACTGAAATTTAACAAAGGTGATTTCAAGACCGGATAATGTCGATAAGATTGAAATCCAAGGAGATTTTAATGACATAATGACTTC  
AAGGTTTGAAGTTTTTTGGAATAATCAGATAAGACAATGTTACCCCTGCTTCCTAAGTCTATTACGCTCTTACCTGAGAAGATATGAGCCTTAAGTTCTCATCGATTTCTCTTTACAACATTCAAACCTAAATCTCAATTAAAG  
ACAAGCTAATTATAACTTACTCATTGA

Intron 155..210, 688..776

>MIM22  
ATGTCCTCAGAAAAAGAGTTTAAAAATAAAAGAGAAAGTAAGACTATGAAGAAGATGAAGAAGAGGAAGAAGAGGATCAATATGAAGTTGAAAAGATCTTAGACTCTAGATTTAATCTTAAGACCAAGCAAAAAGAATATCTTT  
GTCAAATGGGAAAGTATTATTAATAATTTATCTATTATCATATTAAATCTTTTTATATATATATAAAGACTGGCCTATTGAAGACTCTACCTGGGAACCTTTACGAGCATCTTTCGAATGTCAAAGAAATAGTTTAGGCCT  
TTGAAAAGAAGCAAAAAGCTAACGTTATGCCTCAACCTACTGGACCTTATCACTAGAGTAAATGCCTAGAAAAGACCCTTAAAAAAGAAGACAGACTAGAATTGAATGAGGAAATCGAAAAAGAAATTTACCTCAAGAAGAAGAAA  
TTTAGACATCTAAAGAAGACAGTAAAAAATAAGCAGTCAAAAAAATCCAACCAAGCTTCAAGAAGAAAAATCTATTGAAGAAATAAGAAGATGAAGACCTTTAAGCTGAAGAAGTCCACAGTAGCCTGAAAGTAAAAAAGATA  
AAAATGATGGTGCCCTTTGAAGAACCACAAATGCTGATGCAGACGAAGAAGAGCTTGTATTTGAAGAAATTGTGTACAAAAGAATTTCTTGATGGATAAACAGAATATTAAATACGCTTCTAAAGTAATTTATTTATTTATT  
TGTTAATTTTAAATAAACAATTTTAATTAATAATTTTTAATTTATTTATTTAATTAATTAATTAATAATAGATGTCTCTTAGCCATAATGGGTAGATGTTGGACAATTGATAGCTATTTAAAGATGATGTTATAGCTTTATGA  
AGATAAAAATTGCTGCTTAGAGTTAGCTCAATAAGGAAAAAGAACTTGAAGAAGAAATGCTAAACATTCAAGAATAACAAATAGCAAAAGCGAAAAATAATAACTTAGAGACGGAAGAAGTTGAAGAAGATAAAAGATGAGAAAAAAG  
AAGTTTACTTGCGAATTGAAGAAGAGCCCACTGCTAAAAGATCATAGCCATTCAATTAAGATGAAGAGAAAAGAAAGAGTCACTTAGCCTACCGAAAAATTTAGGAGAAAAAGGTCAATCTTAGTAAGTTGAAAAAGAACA  
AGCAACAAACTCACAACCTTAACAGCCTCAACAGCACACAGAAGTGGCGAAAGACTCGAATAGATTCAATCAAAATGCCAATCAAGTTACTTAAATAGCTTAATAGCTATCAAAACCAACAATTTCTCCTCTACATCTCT  
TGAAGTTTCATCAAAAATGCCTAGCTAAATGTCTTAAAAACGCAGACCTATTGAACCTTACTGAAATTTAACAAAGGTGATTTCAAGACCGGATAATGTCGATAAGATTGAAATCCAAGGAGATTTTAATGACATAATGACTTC  
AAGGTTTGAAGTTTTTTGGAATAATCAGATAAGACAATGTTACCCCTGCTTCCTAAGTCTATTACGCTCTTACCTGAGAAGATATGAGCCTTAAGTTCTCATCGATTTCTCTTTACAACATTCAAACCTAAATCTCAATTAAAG  
ACAAGCTAATTATAACTTACTCATTGA

Intron 155..210, 688..776

>MIM22+ Ins6K  
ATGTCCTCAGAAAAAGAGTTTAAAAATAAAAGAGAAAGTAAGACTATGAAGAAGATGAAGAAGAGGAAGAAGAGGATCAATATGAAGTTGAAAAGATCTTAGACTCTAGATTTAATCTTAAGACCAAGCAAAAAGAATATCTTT  
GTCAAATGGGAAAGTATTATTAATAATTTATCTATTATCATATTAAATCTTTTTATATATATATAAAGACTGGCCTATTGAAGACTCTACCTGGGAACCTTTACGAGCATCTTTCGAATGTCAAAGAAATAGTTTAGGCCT  
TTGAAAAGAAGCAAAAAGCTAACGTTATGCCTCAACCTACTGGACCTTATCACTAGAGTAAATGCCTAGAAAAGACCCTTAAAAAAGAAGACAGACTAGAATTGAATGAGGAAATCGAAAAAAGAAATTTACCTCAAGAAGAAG  
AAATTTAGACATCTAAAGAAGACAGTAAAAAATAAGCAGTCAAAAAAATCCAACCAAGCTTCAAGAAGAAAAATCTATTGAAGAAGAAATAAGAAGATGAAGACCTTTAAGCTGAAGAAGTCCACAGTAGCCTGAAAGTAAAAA  
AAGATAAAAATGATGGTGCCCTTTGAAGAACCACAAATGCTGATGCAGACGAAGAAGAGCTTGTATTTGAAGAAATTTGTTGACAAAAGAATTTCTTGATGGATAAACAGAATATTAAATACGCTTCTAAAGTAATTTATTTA  
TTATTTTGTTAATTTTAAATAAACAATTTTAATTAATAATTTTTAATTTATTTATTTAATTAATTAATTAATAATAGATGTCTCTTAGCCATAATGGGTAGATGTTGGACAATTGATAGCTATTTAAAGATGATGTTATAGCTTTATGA  
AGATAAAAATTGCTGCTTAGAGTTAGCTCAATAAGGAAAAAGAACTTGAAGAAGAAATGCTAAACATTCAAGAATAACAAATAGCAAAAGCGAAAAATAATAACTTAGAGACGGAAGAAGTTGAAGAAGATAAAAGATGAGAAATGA  
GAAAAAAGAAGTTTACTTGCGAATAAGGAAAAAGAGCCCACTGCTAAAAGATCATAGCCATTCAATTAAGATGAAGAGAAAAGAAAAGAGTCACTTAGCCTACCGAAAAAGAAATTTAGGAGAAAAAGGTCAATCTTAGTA  
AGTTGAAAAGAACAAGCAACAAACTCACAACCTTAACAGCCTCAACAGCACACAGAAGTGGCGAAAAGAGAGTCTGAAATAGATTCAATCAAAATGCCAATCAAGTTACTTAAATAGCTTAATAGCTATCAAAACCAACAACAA  
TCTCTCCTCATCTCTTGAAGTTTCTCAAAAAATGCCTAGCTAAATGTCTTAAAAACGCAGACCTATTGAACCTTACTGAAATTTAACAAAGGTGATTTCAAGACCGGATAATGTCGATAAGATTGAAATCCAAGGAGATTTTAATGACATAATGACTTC  
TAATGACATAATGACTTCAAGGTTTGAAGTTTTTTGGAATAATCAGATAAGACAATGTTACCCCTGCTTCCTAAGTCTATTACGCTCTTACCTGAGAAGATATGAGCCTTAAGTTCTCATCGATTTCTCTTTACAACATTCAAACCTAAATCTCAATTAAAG  
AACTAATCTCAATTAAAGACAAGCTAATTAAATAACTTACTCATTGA

Intron 155..210, 694..782

>MIM22+ Sub6K  
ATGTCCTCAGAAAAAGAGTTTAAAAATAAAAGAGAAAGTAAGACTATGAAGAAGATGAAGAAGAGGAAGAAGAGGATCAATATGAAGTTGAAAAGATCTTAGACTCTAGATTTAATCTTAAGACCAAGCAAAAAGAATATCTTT  
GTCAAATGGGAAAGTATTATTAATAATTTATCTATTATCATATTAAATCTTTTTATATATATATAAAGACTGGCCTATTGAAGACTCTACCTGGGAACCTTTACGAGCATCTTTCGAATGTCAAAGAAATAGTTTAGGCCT

Intron 155..210, 688..776

Intron 155..210, 688..776

Codon optimized *PDD1* genes for *E. coli* expression

>opt\_WT\_FL  
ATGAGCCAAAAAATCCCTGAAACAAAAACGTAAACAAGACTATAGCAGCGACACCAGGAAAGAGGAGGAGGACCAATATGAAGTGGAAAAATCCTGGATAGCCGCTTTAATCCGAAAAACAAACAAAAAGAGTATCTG  
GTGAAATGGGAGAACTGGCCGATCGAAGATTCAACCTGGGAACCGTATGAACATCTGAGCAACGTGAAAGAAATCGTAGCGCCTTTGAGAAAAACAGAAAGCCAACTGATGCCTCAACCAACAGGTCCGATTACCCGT  
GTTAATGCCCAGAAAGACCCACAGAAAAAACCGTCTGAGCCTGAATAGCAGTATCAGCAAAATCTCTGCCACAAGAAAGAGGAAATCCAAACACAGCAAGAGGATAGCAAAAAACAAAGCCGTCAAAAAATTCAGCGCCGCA  
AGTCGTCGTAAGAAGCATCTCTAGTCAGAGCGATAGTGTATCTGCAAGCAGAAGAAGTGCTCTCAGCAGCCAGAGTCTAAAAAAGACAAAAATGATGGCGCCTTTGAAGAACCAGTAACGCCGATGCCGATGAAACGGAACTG  
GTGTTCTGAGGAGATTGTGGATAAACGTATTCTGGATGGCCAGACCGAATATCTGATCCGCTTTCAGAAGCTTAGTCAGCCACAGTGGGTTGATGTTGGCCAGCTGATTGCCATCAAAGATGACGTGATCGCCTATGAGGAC  
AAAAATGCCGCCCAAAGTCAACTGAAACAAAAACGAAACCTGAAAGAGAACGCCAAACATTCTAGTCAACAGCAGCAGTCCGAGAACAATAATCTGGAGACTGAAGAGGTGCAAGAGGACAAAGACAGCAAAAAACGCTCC  
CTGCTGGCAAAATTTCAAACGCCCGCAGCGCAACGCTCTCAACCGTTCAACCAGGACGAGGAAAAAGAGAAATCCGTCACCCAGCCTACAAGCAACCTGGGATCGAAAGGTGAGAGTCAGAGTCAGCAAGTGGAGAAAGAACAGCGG  
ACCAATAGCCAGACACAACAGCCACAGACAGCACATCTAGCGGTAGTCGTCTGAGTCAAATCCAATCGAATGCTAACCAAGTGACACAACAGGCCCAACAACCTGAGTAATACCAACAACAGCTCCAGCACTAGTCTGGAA  
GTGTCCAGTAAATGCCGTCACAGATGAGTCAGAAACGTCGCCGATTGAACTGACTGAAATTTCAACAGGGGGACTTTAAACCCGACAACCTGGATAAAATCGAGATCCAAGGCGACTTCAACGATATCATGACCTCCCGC  
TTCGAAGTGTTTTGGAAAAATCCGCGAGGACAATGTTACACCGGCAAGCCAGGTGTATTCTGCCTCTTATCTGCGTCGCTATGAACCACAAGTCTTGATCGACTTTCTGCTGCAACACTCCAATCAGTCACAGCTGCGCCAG  
GCAATCAGCAACTGACCCATTGA

How the deposited data were processed for this re-analysis (not part of the article)

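Pdd1p and Jub1p were measured by ChIP-seq in sorted new MACs of *Tetrahymena* at 12 hpm. The 14 samples comprised 8 ChIP and 6 input samples of 5 strains, WT, *JUB1* KO, *PDD1* KO, WT-rescue and MIM22, with 1 sample per condition except the WT input, which had 2. Samples were mapped to conditions by their labels and the paper's Figures 3C-3F and 5H, and the labels name which WT input goes with which ChIP.

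The authors sequenced 50-nt single-end reads, used the first 36 nt, mapped them to the draft MIC genome and deposited, for each sample, RPM values in 1000 bins of 100 bp of the LMR locus and at 2000 positions of the modeled IES, which compiles 5606 IESs of 1 to 5 kb with their flanks. The deposited RPM values are not divided by input. The paper counts reads that mapped uniquely. The aligner and the treatment of duplicate reads are not stated in the paper or its supplement, nor whether the RPM scale counts only uniquely mapped reads. The paper's figures show ChIP over input, which was recomputed.

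In each file all values were whole multiples of the value of 1 read, which gave the number of reads behind the RPM scale, from 31.3 to 91.1 M for ChIP and from 35.6 to 115.8 M for input samples, and the reads per bin. For single samples, shares of reads are given with 95% Wilson intervals, and the enrichment of each IES with a 95% interval from Poisson draws of its reads. These intervals hold read sampling only, not the variation between libraries.

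The IES positions of the LMR locus are not in the files and no genome was given. They were read from the red bars of Figure 3 by a script that measured the bars at sub-pixel resolution, with 1 pixel spanning 0.44 kb, and a bin was assigned to an IES by its centre. This gave 13 IESs, numbered from left to right, with 333 IES bins and 667 non-IES bins. The LMR enrichment was the summed ChIP over summed input of IES bins divided by that of non-IES bins, leaving out bins without input reads. It was tested by rotating the IES map by each of the 1000 numbers of bins (exact enumeration, one-sided, smallest p 0.001), with Benjamini-Hochberg adjustment over 8 ChIP samples. Strains were compared by the difference in log2 enrichment of each IES with an exact sign-flip permutation test over the 8192 sign combinations, two-sided, adjusted over 6 comparisons. No pseudocount was used. The modeled IES enrichment was the ChIP over input from 0 to 1 divided by that of both flanks, with a 95% interval from 2000 bootstrap resamples of blocks of 50 positions and no test, since no value per IES was given. Correlations across IESs used 100000 resamples and were adjusted over 3 strains. The threshold was an adjusted p of 0.05.

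IESs were named in the text by a rule set before the files arrived, which allowed the IES with the highest and the one with the lowest value of each sample or comparison, and any below 2-fold where 3 or fewer were. The samples, the designs and 170 alternatives were fixed before the files arrived. The alternatives changed the way ratios are averaged, the input minimum per bin, the bins near IES edges, the bins with the highest ratios, the part of the modeled IES used, the fold threshold and the WT input. After the data had been seen, 42 more were added, which left out 56 bins with more than 10 times the locus median in at least 4 of the 6 inputs or used the mean RPM of all 6 inputs for each ChIP.

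The scripts were tested on simulated data first. A simulated locus made with 4-fold enrichment gave a mean of 4.0 over 60 simulations. The rotation test found 20 of 20 enriched loci and called 1 of 20 loci without enrichment. The sign-flip test called 2.7% of 300 sets without a shift. In the data, the IESs of a comparison share libraries, inputs and the non-IES reference, so a difference between libraries can shift them together. The 2.7% does not cover such shifts. For Pdd1p in WT-rescue against WT, the sign-flip test passed the threshold at -0.73 and, with the mean RPM of all 6 inputs, at 0.57. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0 were used. Sequencing of DNA at 36 hpm (Figures 3K, 3L, 3M, 5E, 5F and 5G) was not analysed here.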

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

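The paper shows ChIP-seq of the WT-rescue and MIM22 strains only on the modeled IES (Fig. 5H). Their LMR tracks held a signal above input as well, which is why they are listed here. Enrichment on IES bins was 10.43-fold for Pdd1p in WT-rescue, 6.18-fold for Pdd1p in MIM22, 3.74-fold for Jub1p in WT-rescue and 4.64-fold for Jub1p in MIM22 cells, all past the threshold in the rotation test. A few bins with very many reads in the inputs are a candidate explanation, since IES 2 alone held 54245 of the 84117 Jub1p reads on IESs in MIM22 cells. Before the test was run, it was predicted that at least 1 of the 4 values would drop below 2-fold without the 56 high bins. The lowest of the 4 was 4.61, so these bins were not needed for the signal. Within the signal, Pdd1p was lower in MIM22 than in WT-rescue cells on all 13 IESs.

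Several explanations of this lower Pdd1p signal in MIM22 cells, a modeled log2 difference of -0.72, were tested. Read sampling left it at most at -0.716 (upper 95% Poisson bound), and the mean RPM of all 6 inputs in place of the 2 strains' own inputs left -0.594, so neither depth nor the inputs alone accounted for it. An even background of unbound DNA in the MIM22 library would shrink the excess on each IES by the same factor, 0.57 on the modeled IES. The Poisson intervals of 8 of the 13 IESs left this factor out. These intervals hold read sampling only, not variation between libraries, so the test cannot exclude such a background. IES length was not related to the change (Spearman rho = 0.37 across 13 IESs, permutation p = 0.21). Those predictions were written before the tests. A further explanation is variation between libraries. WT-rescue and WT cells, which both make unmutated Pdd1p, differed by -0.736 for Jub1p on the modeled IES, as much as MIM22 and WT-rescue cells for Pdd1p. They are not replicates of 1 strain, and in the paper *PDD1* mRNA becomes scarce earlier in WT-rescue than in WT cells. Their difference may hold an effect of the strain as well as variation between libraries. For Pdd1p itself, the measures differed. On the modeled IES, WT-rescue and WT cells were apart by only 0.138, in the opposite direction. On the LMR locus, they were apart by -0.729, in the same direction as the -1.05 of MIM22 from WT-rescue. There, 10 of 13 IESs were lower (exact sign-flip permutation test, adjusted p = 0.0085). This LMR value turned to 0.158 with the other WT input (exact sign-flip permutation test, adjusted p = 0.097). With the mean RPM of all 6 inputs it turned to 0.567, past the threshold in the opposite direction (exact sign-flip permutation test, adjusted p = 0.00073). The modeled Jub1p difference shrank to -0.352 with the other WT input and to -0.223 without division by the flanks. Without division by the flanks, the modeled Pdd1p difference of MIM22 from WT-rescue also shrank, to -0.378, so flank signal made up part of both. The prediction on variation between libraries was written after the values were seen, and its modeled value rests on the other antibody. With 1 library per strain, neither variation between libraries nor an even background is excluded. An effect of the 22 glutamic acid substitutions on Pdd1p occupancy is not excluded either.

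In *JUB1* KO cells, Pdd1p ChIP over input was higher just outside the modeled IES than farther away, in sequence that the paper does not discuss. Within 0.1 IES lengths of the edge it was 1.90 times that in the outer flanks, against 0.99 in WT cells. The ChIP reads alone were fewer beside the IES, at 0.48 times the outer flanks in *JUB1* KO and 0.31 times in WT cells. The paired inputs fell to 0.25 and 0.32 times. The signal is listed because it is above the WT level. A lower input beside IESs in the *JUB1* KO library may contribute, since with the WT input the value was 1.52, above the midpoint between the strains that had been set as the limit beforehand. Blurring of the IES edge by longer fragments would take signal from inside the edge. The outermost 0.1 of the IES body over the central body was 0.80 in *JUB1* KO and 0.69 in WT cells, higher and not lower. These values were divided by inputs that themselves differ there. From position 0.525 to 0.025, the *JUB1* KO input fell from 0.98 to 0.33 and WT input replicate 1 from 0.70 to 0.29. The test therefore cannot exclude blurring. Among the other Pdd1p libraries, the higher of WT-rescue and MIM22 was 1.13. The predictions for these last 2 tests were written after the values were seen. With a single *JUB1* KO library, variation between libraries cannot be excluded, and sequence composition at the edges was not tested because no genome was given. A spread of Pdd1p beyond IES edges without Jub1p is therefore a hypothesis only.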

How the results depend on the processing

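The alternatives were set before the processed files arrived, apart from 2 that were chosen after seeing the data, the mean RPM of all 6 inputs and the removal of 56 bins with very many input reads. A tested result counts as unchanged here if it kept its direction and its side of the threshold, a modeled value if it stayed within its bootstrap interval, the WT input level if it moved by less than the SD of its replicates, and a count if it stayed within 1.5 times the main count. By these rules 22 of the 44 results were unchanged under the alternatives set for them, although their values moved, for example from 9 to 12 and 7 IESs for Pdd1p in MIM22, from 9 to 12 and 6 for Jub1p in WT-rescue, and from 3.74-fold to 5.42-fold for Jub1p in WT-rescue on the LMR locus. The 22 include 7 of the 8 LMR enrichments, 3 of the 8 modeled IES enrichments, 6 of the 8 counts of IESs, the 3 correlations (whose alternatives did not change the inputs, while pooled WT inputs gave r = 0.66 in WT), and the LMR comparisons of Jub1p in *PDD1* KO with WT, Pdd1p in MIM22 with WT-rescue and Jub1p in WT-rescue with WT. Of the 170 planned rows, 132 were unchanged, 28 moved, 5 became weaker, 1 became stronger and 4 reversed. Of the 42 added rows, 28 were unchanged, 6 moved, 3 became weaker, 1 became stronger and 4 reversed.

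The choice of input mattered much. With the other WT input, the modeled enrichment in WT was 13.84-fold for Pdd1p and 7.72-fold for Jub1p, and with both WT inputs pooled it was 11.96-fold and 8.70-fold. The other WT input reversed the LMR difference of Pdd1p in *JUB1* KO from WT to 0.400 and that of Pdd1p in WT-rescue from WT to 0.158, neither past the threshold. It moved the modeled differences from WT to -0.777 for Pdd1p in *JUB1* KO, -1.63 for Jub1p in *PDD1* KO and -0.352 for Jub1p in WT-rescue, and reversed Pdd1p in WT-rescue to -0.246. The WT inputs differ in evenness, with 46.9% and 29.0% of the locus reads in 10 bins and modeled input levels of 0.56 and 0.43, and this goes directly into each WT ratio.

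The mean RPM of all 6 inputs, added later, removes differences between inputs. Then the LMR comparison of Pdd1p in *JUB1* KO with WT was -0.051 (weaker), Jub1p in MIM22 with WT-rescue 0.155 and Pdd1p in WT-rescue with WT 0.567 (both reversed). The 0.567 was past the threshold (exact sign-flip permutation test, adjusted p = 0.00073) and the 0.155 was not (exact sign-flip permutation test, adjusted p = 0.20). The modeled differences were 0.089 for Pdd1p in *JUB1* KO and 0.046 for Jub1p in MIM22 (both reversed), -1.54 for Jub1p in *PDD1* KO, -0.594 for Pdd1p in MIM22, 0.076 for Pdd1p in WT-rescue and -0.414 for Jub1p in WT-rescue. The modeled enrichment was 10.98-fold for Pdd1p in *JUB1* KO and 7.51-fold for Jub1p in WT. Jub1p in *PDD1* KO reached 3.45-fold on the LMR locus, past the threshold. Without the high bins, also added later, the LMR differences of Pdd1p from WT were -0.356 in *JUB1* KO and -0.246 in WT-rescue, no longer past the threshold.

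With the mean of the bins' ratios, which gives bins with few reads the same weight as others, Jub1p in *PDD1* KO was 1.61-fold on the LMR locus and past the threshold, and the LMR differences of Pdd1p from WT weakened to -0.074 in *JUB1* KO and -0.145 in WT-rescue. Not divided by non-IES bins, the LMR difference of Pdd1p in *JUB1* KO was -0.034. The LMR difference of Jub1p in MIM22 from WT-rescue was -0.329 without bins near IES edges and -0.299 without the IES that differed most, both weaker. It was larger and past the threshold with the mean of the bins' ratios (-0.780), not divided by non-IES bins (-0.670) and without the high bins (-0.690). Leaving out bins near IES edges left 12 IESs in the comparisons of *JUB1* KO and *PDD1* KO with WT, because IES 10 then had no ChIP read in the KO strain.

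Not divided by the flanks, the modeled differences were -0.048 for Pdd1p in *JUB1* KO, -1.42 for Jub1p in *PDD1* KO, -0.378 for Pdd1p and -0.415 for Jub1p in MIM22, and -0.069 (reversed) for Pdd1p and -0.223 for Jub1p in WT-rescue. Differences in ChIP over input on the flanks, to which the inputs contribute, thus made up a large part of several modeled differences. With the outer flanks only, which leaves out signal that spreads past IES edges, the differences were -0.231 for Pdd1p in *JUB1* KO, -2.26 for Jub1p in *PDD1* KO, -0.139 for Jub1p in MIM22 and -0.785 for Jub1p in WT-rescue, and the enrichment of Jub1p was 11.29-fold in WT and 6.55-fold in WT-rescue. The input levels dropped to 0.387 in WT, 0.595 in *JUB1* KO, 0.494 in *PDD1* KO, 0.420 in WT-rescue and 0.470 in MIM22. With medians of the bins' ratios, Pdd1p was 11.53-fold in WT, and its difference in WT-rescue was 0.097. On the central IES body, Pdd1p in MIM22 was 7.74-fold. At 3-fold, 1 IES was counted for Jub1p in *PDD1* KO in place of 2, and at 1.5-fold 8 for Jub1p in MIM22 in place of 4.

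With 1 ChIP library per condition, depth did not limit the modeled IES, where each sample held at least 2619844 reads, but the lack of replicates did. On the LMR locus, IES 1 held 14 to 88 ChIP reads per sample, and its values are the least precise.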

Differences from the paper's values

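The paper states more than 18 M uniquely mapped reads for the ChIP samples, a lower limit that the files meet. The smallest number of reads by which a ChIP sample was scaled to RPM was 31.34 M in the files analysed here. None of the alternatives set before the files arrived bears on this number. For the input samples the paper's lower limit of 35 M and the smallest value found, 35.55 M, lie close together. Which reads the RPM scale counts is not stated.

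The ChIP over input in the central part of the modeled IES, read by eye from Figures 3C-3F and 5H for the 8 ChIP samples, was within the set limits of the values computed here in all 8 cases. The figures were read when the computed values were already known, so this is not an independent comparison.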

Other observations

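Pdd1p and Jub1p enrichments were correlated across the 13 IESs of the LMR locus in WT-rescue (r = 0.92) and MIM22 cells (r = 0.87) and not in WT cells (r = 0.020). Whether the strains differ in this was not tested. In WT-rescue and MIM22 cells 1 input served both ChIPs, whereas in WT cells the 2 ChIPs had different inputs. With both WT inputs pooled for both WT ChIPs, r in WT cells rose to 0.66 (permutation p = 0.013), as had been predicted before the test if the inputs were the cause. With the MIM22 input for the WT-rescue Jub1p ChIP only, r in WT-rescue cells stayed at 0.95 (permutation p = 1e-05, the smallest that 100000 resamples give), so the noise of a shared input was not needed there. In WT cells, the pooled input gave both ratios the same denominator, which can itself raise r, and this was not checked there. The rise to 0.66 therefore does not single out the difference between the 2 WT inputs. That difference stays a candidate explanation for the missing correlation in WT cells, and no biological explanation was tested.

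In *PDD1* KO cells, Jub1p stayed 9.89-fold on IES 2 while the median IES was at 0.82-fold. This IES held 32976 of the 55217 Jub1p reads on IESs. Without the 56 bins with very many input reads, 5 of them in IES 2, its enrichment was 2.54, so most but not all of it may come from those bins. Read sampling did not account for it, with a lower 95% Poisson bound of 9.53. Both predictions were written before the tests. Reads shared with other copies of a repeated sequence were not tested, because no genome was given, and the pattern cannot be told apart from that explanation.

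The lower Jub1p enrichment in *PDD1* KO cells was tested against a mismatch between ChIP and input libraries, because the *PDD1* KO input was the most even of the 6 over non-IES bins (Gini index 0.51) and its ChIP was not (0.83). With each of the 6 inputs in turn, the modeled enrichment of Jub1p in *PDD1* KO cells ranged from 1.90 to 3.46. The limit set before the test was 5.04, 0.5 of the WT value. The choice of input did not bring it to that level.

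The input level of IES DNA was highest in *JUB1* KO cells, at 0.79 against 0.43 to 0.60 in the other 5 inputs. If a more even library were the cause, the *JUB1* KO input would have had the lowest Gini index over non-IES bins, but its index was 0.819, second to WT input replicate 1 at 0.870 among the 6. Sequence composition, which the strains share, could raise the level of 1 input only together with a difference between libraries. It was not tested, since no genome was given. The level was also above the range of the WT inputs extended by their difference, 0.696, a limit chosen after the values had been seen, as was the reading of this test. An effect of *JUB1* KO on IES DNA at 12 hpm may be asked of these data, but cannot be told apart from a difference between libraries with 1 *JUB1* KO input. The *PDD1* KO input, from cells in which the paper also finds a DNA elimination defect, was at 0.60, within the range of the other inputs.

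Relative to the outer flanks, the signal just outside IES edges was higher for Jub1p than for Pdd1p in strains where both were measured. How far it reached was not measured. The ChIP over input of Jub1p there stayed below 1, at 0.64 in WT, 0.76 in WT-rescue and 0.55 in MIM22 cells. ChIP over input within 0.1 IES lengths outside the edge was 1.83 times that of the outer flanks for Jub1p and 1.13 times for Pdd1p in WT-rescue, 1.60 and 0.86 in MIM22, and 2.28 and 0.99 in WT cells. For Jub1p in *PDD1* KO cells it was 0.86. Blurring by longer fragments in the Jub1p libraries would lower the signal just inside the edge, but the outermost 0.1 of the IES body over the central body was 1.02 for Jub1p and 0.67 for Pdd1p in WT-rescue cells. The prediction was written after these values were seen. A broader zone of Jub1p around IES edges is a hypothesis that may also reflect sequence composition at the edges, which was not tested.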
